# Integrating lipid metabolism, pheromone production and perception by Fruitless and Hepatocyte Nuclear Factor 4

**DOI:** 10.1126/sciadv.adf6254

**Published:** 2023-06-30

**Authors:** Jie Sun, Wen-Kan Liu, Calder Ellsworth, Qian Sun, Yufeng Pan, Yi-Chun Huang, Wu-Min Deng

## Abstract

Sexual attraction and perception are crucial for mating and reproductive success. In *Drosophila melanogaster*, the male-specific isoform of Fruitless (Fru), Fru^M^, is a known master neuro-regulator of innate courtship behavior to control the perception of sex pheromones in sensory neurons. Here, we show that the non–sex-specific Fru isoform (Fru^COM^) is necessary for pheromone biosynthesis in hepatocyte-like oenocytes for sexual attraction. Loss of Fru^COM^ in oenocytes resulted in adults with reduced levels of cuticular hydrocarbons (CHCs), including sex pheromones, and show altered sexual attraction and reduced cuticular hydrophobicity. We further identify *Hepatocyte nuclear factor 4* (*Hnf4*) as a key target of Fru^COM^ in directing fatty acid conversion to hydrocarbons. *Fru* or *Hnf4* depletion in oenocytes disrupts lipid homeostasis, resulting in a sex-dimorphic CHC profile that differs from *doublesex-* and *transformer-*dependent CHC dimorphism. Thus, Fru couples pheromone perception and production in separate organs to regulate chemosensory communications and ensure efficient mating behavior.

## INTRODUCTION

Chemical sensing, regarded from an evolutionary perspective as the oldest one, is common to all organisms, which are surrounded by a world full of odors emitted from conspecific or heterospecific individuals and the environment (*1*). Chemical communication is fundamental to social behaviors such as conspecific recognition, courtship, aggression, aggregation, and avoidance. Many animals, including insects, rely on chemical cues to locate and select appropriate mating partners for reproductive success. Insect chemical communication involves the emission and perception of chemical cues (pheromones) and requires the coordination of different organs that are involved in pheromone biosynthesis and sensing, respectively (*2*). *Drosophila*, with its long tradition in behavioral studies, is an ideal model to explore the evolution and diversity of pheromones associated with the diverse array of social behaviors, and the ethological context connecting chemical communication to behavioral and systemic processes. Although substantial progress has been made in the *Drosophila* model during the past decades in unraveling the receptors and neural circuits for pheromone detection that give rise to innate behaviors, whether and how pheromone emission and perception are regulated in a coordinated manner remain to be explored.

Insect cuticular hydrocarbons (CHCs), derived from long-chain fatty acids (LCFAs), are important for desiccation resistance (*3*–*5*) and starvation resistance (*6*). Some CHCs function as sex pheromones for mate recognition (*7*–*11*). As in other insects, specialized hepatocyte-like oenocytes, located in the inner surface of the abdominal cuticle, are the primary site for the biosynthesis of very LCFAs (VLCFAs) and VLCFA-derived hydrocarbons in *Drosophila melanogaster* (*10*, *12*–*14*). Oenocytes are also the major site for reactive oxygen species metabolism, proteasome-mediated protein catabolism, xenobiotic metabolism, ketogenesis, and peroxisomal β-oxidation (*15*–*21*). Although the biosynthetic pathway for CHCs is active in both male and female oenocytes, the CHC profile shows sexual dimorphism (*22*). In most populations of *D. melanogaster*, sexually dimorphic expression of enzymes such as *elongase F* (*eloF*) and *desaturase F* (*desatF*) leads to female-biased enrichment of several CHCs including 7,11-HD and 7,11-ND (*23*, *24*). Further proof that the CHC composition could be affected by sex-determination genes has been shown by ectopic expression of *transformer* (*tra*) in male oenocytes, which up-regulates *eloF* and feminizes the CHC profile (*24*, *25*). However, the upstream molecular regulation mechanism of how these enzymes are associated with the sexual dimorphism of CHC biosynthesis remains elusive.

Pheromone perception in *Drosophila* requires the neuronal function of *fruitless* (*fru*), a master regulator of the sexually dimorphic neural circuits that underlie sexual dimorphic patterns of courtship (*26*–*29*), aggression (*30*–*32*), sleep (*33*), and other behaviors. The *fru* gene spans more than 150 kb of the genome and harbors P1 to P4 promoters (*34*, *35*). The distal P1 promoter is dedicated to the expression of male-specific Fru proteins (Fru^M^), whereas P2 to P4 promoters are involved in the production of non–sex-specific Fru proteins (Fru^COM^) (fig. S1) (*35*–*37*). Compared with the well-characterized involvement of Fru^M^ in neuronal behavior, the precise function of Fru^COM^ in development and behavior is less clear (*38*, *39*).

In this study, we report that Fru^COM^ is required for CHC biosynthesis in adult oenocytes of both sexes for chemical communication and desiccation resistance. Silencing of *fru* in oenocytes resulted in desiccation-sensitive adults with accompanying social behavioral changes. We further identify evolutionarily conserved hepatocyte nuclear factor 4 (HNF4) as a key target of Fru^COM^ to inhibit steatosis and to direct fatty acid conversion to hydrocarbons in oenocytes. Thus, *fru* is involved in both pheromone biosynthesis and perception by distinct splicing isoforms in separate organs, bringing sexual attraction and perception under the control of a single gene.

## RESULTS

### *Fru* is required in both the nervous system and oenocytes for innate courtship behavior

To understand the function of Fru^COM^ isoforms, we generated mosaic flies with whole-body clonal mutation of *fru* using a recently developed mosaic analysis by guide (g)RNA-induced crossing-over (MAGIC) technique, which generates mosaic animals containing genetically distinct populations of cells, based on DNA double-strand breaks produced by CRISPR-Cas9 (*40*). The double gRNA design allowed us to eliminate all Fru isoforms in mutant clones randomly induced by a heat-shock inducible Cas9 (fig. S1). Male flies bearing *fru* MAGIC clones, which were induced during the early third larval instar, exhibited male-male courtship and male chaining behavior (Fig. 1, A to D, and movie S1). This behavior is similar to Fru^M^ mutant flies reported previously (*41*, *42*). The male-male courtship phenotype was reproduced when we used the Gal4/UAS system (*43*) to knock down *fru* expression with a pan-neuronal driver *elav-Gal4* and a double-stranded (ds) RNA targeting exon C3, which is present in all Fru isoforms (Fig. 1, A to D, fig. S1, and movie S2).

**Fig. 1.**
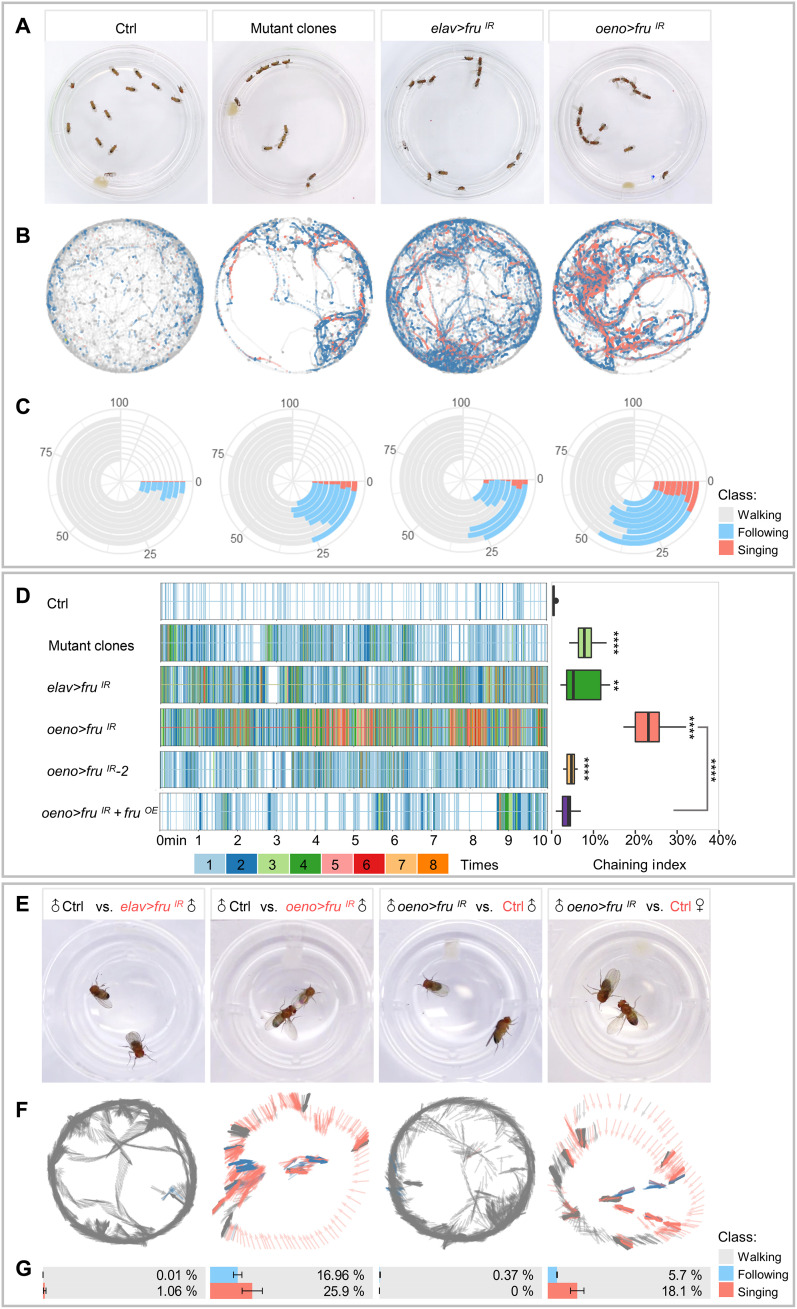
Loss of *fru* function in the nervous system or oenocytes alters male courtship behavior. (**A**) Representative movie screenshots of fly groups with indicated genotypes showing male-male following and chaining behaviors in experimental groups. Thirteen male adults of the same genotype were collected and placed in one chamber. (**B**) Event maps generated from representative movies of indicated genotypes (1.5-min movie per map). (**C**) Polarized bar plots illustrating the ratio of each detected behavior. Each bar plot was generated from eight independent biological replicates (10-min movie per replicate). (**D**) Rug plots showing the chaining events detected from 10-min movies. The *x* axis refers to the time of the movie. Each vertical line with different color stands for the number of chaining events detected in a single frame. The corresponding color to the number of events is illustrated in the legend. The box plots of the chaining index are quantitative statistics of eight independent biological replicates. (**E**) Representative movie screenshots of pair-housed flies with indicated genotypes (black: active party; red: passive beheaded party; control: *oeno-Gal4/+*). The trajectory and behavioral classification of the active party are shown in (**F**). The arrow indicates the head orientation of the active party flies. The color of the arrow indicates different behavior statuses (gray: resting/walking; blue: following; salmon: singing) (1.5-min movie per map). Bar plots with error bars are the quantitative statistics of 10-min movies of eight independent biological replicates in (**G**). Data are represented as means ± SEM. *P* values are calculated using one-way analysis of variance (ANOVA) (D) and two-tailed unpaired *t* test (G) followed by Holm-Sidak multiple comparisons. ns, not significant; *P < 0.01 and ****P < 0.0001.

To better assay the composite behavior phenotype of different *fru* loss-of-function (LOF) flies, we developed a machine learning–based automatic fly-behavioral detection and annotation (MAFDA) system to track flies and identify multiple classes of behavior such as chasing, singing, and copulating (fig. S2, A to E). The MAFDA platform facilitates the visualization of complex behavioral phenotypes under a temporal and spatial overlay, and quantitative comparison of behavioral indexes among different genetic backgrounds. When compared with idtracker.ai, a widely used animal trajectory tracking platform (*44*, *45*), MAFDA ran and processed the same 10-min video (*n* = 13 flies) markedly faster (6 hours on idtracker versus 20 min on MAFDA). The MAFDA platform also has the function of real-time shooting and tracking recognition. In addition, the trajectories identified by idtracker tended to have long straight lines, while the same trajectories identified using MAFDA were continuous and smooth, even when the fly objects changed directions (fig. S2, F and H). By checking back at the video, we found that most of the long straight lines were caused by object loss or ID switch during tracking of fast-moving and overlapping objects and were much less frequent in MAFDA than idtracker (fig. S2, J and I).

Using the MAFDA platform, we found that the male-male following, singing, and chaining behaviors exhibited in flies with MAGIC-induced *fru* mutant clones were comparable to or more pronounced than neuronal *fru* knockdown (Fig. 1D and fig. S3C). The severity of the behavior defects displayed by MAGIC *fru* mosaic flies is puzzling, as chances of random mutant clones hitting specific neurons are relatively small. We wondered whether the regulation of courtship behavior by Fru is not limited to the nervous system, as biosynthesis and release of pheromones in peripheral tissues play an important role as well. We therefore decided to test whether loss of *fru* may also interfere with pheromone production and release.

Oenocytes, which perform certain lipid processing functions, are the principal site for the synthesis of VLCFA-derived CHCs, including sex pheromones, that are associated with a variety of social behaviors in *D. melanogaster* (*10*, *12*, *13*). Using two reported oenocyte-Gal4 drivers (*promE-Gal4* and *OK72-Gal4*) (*46*, *47*) to knock down *fru* expression, respectively, we found that male adult flies displayed extensive male-male following and chaining behaviors (hereafter, we refer *promE-Gal4* as *oeno-Gal4*; Fig. 1, A to D, fig. S3C, and movie S3). MAFDA analysis revealed that the male-male courtship behavior exhibited by *oeno > fru*^*IR*^ flies was highly pronounced (45% following, 25% chaining, and 8% singing; Fig. 1D and fig. S3C) and could be alleviated by Fru^COM^ overexpression (*UAS-fru^COMB^*) in oenocytes (Fig. 1D and fig. S3, C and E), indicating that the defect was caused by *fru* silencing. To avoid possible off-target effects of the dsRNA, additional independent *fru* RNA interference (RNAi) lines were used and showed similar male-male courtship phenotypes (Fig. 1D and fig. S3F). As revealed by MAFDA analysis, the degree of male-male courtship behavior by distinct RNAi lines was consistent with their respective knockdown efficiency (Fig. 1D and figs. S3C and S6D). In addition, we applied the gene switch (GS), a modified Gal4/UAS system that allows temporal and spatial control of transgene expression by adding the drug RU486 to food (*48*, *49*). RU486 was added to induce *fru* knockdown after pupal eclosion to avoid a possible role of *fru* on oenocyte development from its larval progenitors. The behavioral phenotypes were similar between *fru* knockdown flies with or without GS in oenocytes (fig. S3G). Together, these findings suggest that *fru* is also required in oenocytes to maintain male-male repulsion.

To verify that the male-male courtship behavior in *oeno > fru^IR^* flies was caused by changes in sexual signaling, such as pheromone production, rather than pheromone perception, we performed the single-pair mating experiment by placing a male fly with a headless target in the same chamber. The wild-type male was attracted to the headless male with *fru* depletion in oenocytes (*oeno > fru^IR^*), but not the headless male lacking Fru in pan-neurons (*elav > fru^IR^*) (Fig. 1, E to G). By contrast, the male fly with oenocyte-specific *fru* knockdown (*oeno > fru^IR^*) selected the decapitated wild-type female to initiate courtship but averted the wild-type male (Fig. 1, E to G). These results indicate that, while males lacking Fru in oenocytes maintain the ability in mate choice, they are attractive to wild-type males. Furthermore, to determine whether females with oenocyte depletion of Fru (*oeno > fru^IR^*) also show altered sexual attraction, we performed the two-choice courtship assay by putting a wild-type male and two headless female targets (*oeno > fru^IR^* and control *oeno-Gal4/+*) in the same chamber. MAFDA analysis revealed that the courtship index (CI) for *oeno > fru^IR^* females was ~60% of that of the control group (fig. S3, H and I), suggesting that females with oenocyte *fru* knockdown show reduced sexual attractiveness to male flies. Together, these results demonstrate that a deficiency of *fru* in oenocytes modifies sexual attraction in both sexes.

### Flies with *fru* depletion in oenocytes exhibit aberrant social behavior

In *Drosophila*, innate social behaviors driven by pheromones include aggregation, male courtship, and female postmating behaviors (*50*). To test whether *fru* knockdown affects social aggregation, we measured the distance between individual male flies and their nearest neighbors: their “social space” (*51*), within a social group. *Oeno > fru^IR^* flies, on average, showed reduced social space and had more nearby neighbors when compared with the control (Fig. 2, A and B), suggesting that *fru* expression in oenocytes is necessary for flies to maintain their social distance. When we mixed male flies with two genotypes (six males of each genotype), the controls (*oeno-Gal4/+*) were attracted to *oeno > fru^IR^* flies, consistent with the paired experiment (Fig. 1, E and F), leading to a decrease in the overall social distance within the mixed population (Fig. 2, A and B). In addition, *oeno > fru^IR^* male flies showed reduced foraging behavior in a fixed time window (1 hour) (Fig. 2C). MAFDA analysis revealed that the foraging index of the *oeno > fru^IR^* males was ~60% of the control group, while there was no notable difference in the foraging behavior between the single-housing flies of these two genotypes (Fig. 2D). When the two genotypes were mixed in the same chamber, the foraging behavior of both genotypes decreased markedly (Fig. 2E). Measurement of solid food intake in adults via a dye tracer further revealed that flies with *fru* depletion ingested less food than wild-type flies over the same time period (2 hours). The food-intake difference was greater in the group setting than the single-house setting, suggesting that *fru* is required in oenocytes for social foraging behavior (Fig. 2F). To rule out that the observed social behavior changes are caused by impaired motor ability, we further examined their locomotion activity during the daytime. Compared with the control group, *oeno > fru^IR^* flies were more active, showing a 10% reduction in resting, a 35% increase in walking, and a 55% increase in leaping by MAFDA analysis (Fig. 2G), suggesting that the observed social behavior changes are not caused by impaired motor ability. Together, these data provide evidence that *fru* is required in oenocytes for innate social behavior.

**Fig. 2.**
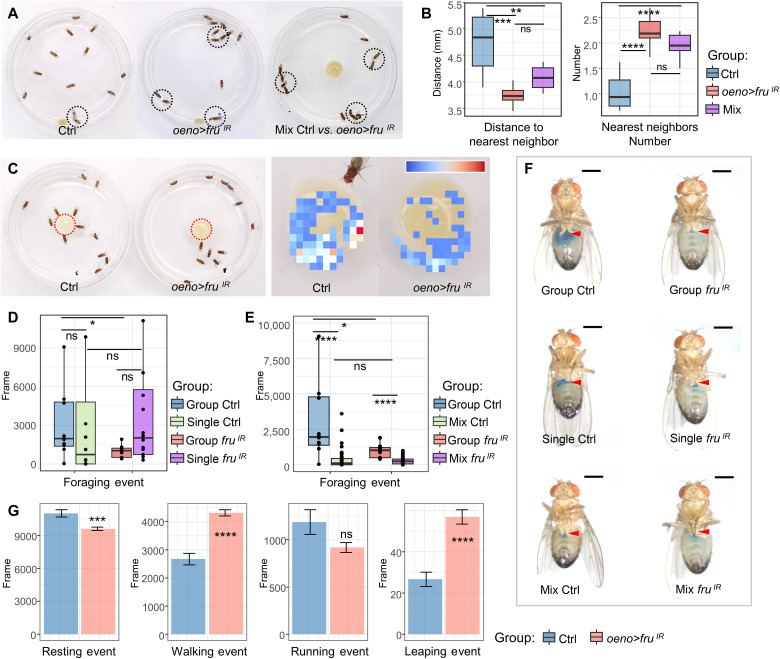
Social behavior changes in male flies with *fru* depletion in oenocytes. (**A**) Male social space behavior analysis. Representative screenshots of an open-field assay indicate that flies in experimental groups tend to stay close together (black circles). (**B**) Quantification of the distance of each fly to its nearest neighbor and the number of surrounding neighbors of each fly for both control (*oeno-Gal4/+*) and *oeno > fru^IR^* males (*n* = 8 groups of 13 male flies for each genotype) (10-min movie per replicate). (**C**) Control (*oeno-Gal4/+*) and *oeno > fru^IR^* males were analyzed for the total number of social interactions in a “competition-for-food” assay. The heatmap on the right shows the degree to which flies gather in the food area. (**D**) Quantification of the total number of feeding times of the flies for control (*oeno-Gal4/+*) and *oeno > fru^IR^* males under group and single housing conditions (*n* = 10 groups of 13 flies for each group, *n* = 16 single-housing fly) (1-hour video per replicate). (**E**) Quantification of the total number of feeding times of the flies for control (*oeno-Gal4/+*) and *oeno > fru^IR^* males under group and mix housing conditions (*n* = 10 groups of 13 flies for each group, *n* = 8 mix-housing flies) (1-hour video per replicate). (**F**) Measurement of solid food intake in adults using a dye tracer (2 hours). Scale bars, 500 μm. (**G**) Locomotion activity of control (*oeno-Gal4/+*) and *oeno > fru^IR^* males was monitored. From left to right, bar plots show resting events, walking events, running events, and jumping events of flies, respectively (*n* = 8 independent experiments with 13 flies per genotype). For all paradigms, data are represented as means ± SEM. *P* values are calculated using one-way ANOVA (B), Wilcoxon rank sum test (D) and (E), and two-tailed unpaired *t* test (G) followed by Holm-Sidak multiple comparisons. Asterisks illustrate statistically significant differences between conditions. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Fru function is necessary for CHC production

In *Drosophila*, CHCs act primarily as pheromones and play fundamental roles in sexual attraction or repulsion (*10*, *52*). Using gas chromatography–mass spectrometry (GC-MS) analysis, we identified 46 distinct chromatogram peaks from the cuticle extracts of wild-type adults and determined the chemical identities of their corresponding hydrocarbons (Fig. 3A and fig. S4, A and B). Subsequent analysis of CHC profiles by GC-MS and comparison of the main cuticular extracts of *elav > fru^IR^* and *oeno > fru^IR^* males revealed that the levels of total hydrocarbons were reduced by 90% when *fru* was knocked down in oenocytes, while *fru*-loss in the nervous system showed a CHC profile largely resembled the wild-type control (Fig. 3B and fig. S5A). Comparison of the CHC content in *oeno > fru^IR^* male flies revealed that 7-tricosene (7-T), the principal nonvolatile male pheromone (*10*), was reduced by 97% (Fig. 3C). Because 7-T mediates repulsion to other males and prevent male-male interactions (*46*, *53*), the drastic reduction of 7-T explains why wild-type males show a strong preference of males with *fru* knockdown in the oenocyte (Fig. 1, A to D). In addition, *oeno > fru^IR^* males showed a 87% decrease of *n*-tricosane (*n*C23), which has been shown to negatively regulate courtship and mating in sexually mature *Drosophila suzukii* (*54*), though its behavioral implication in *D. melanogaster* is not clear.

**Fig. 3.**
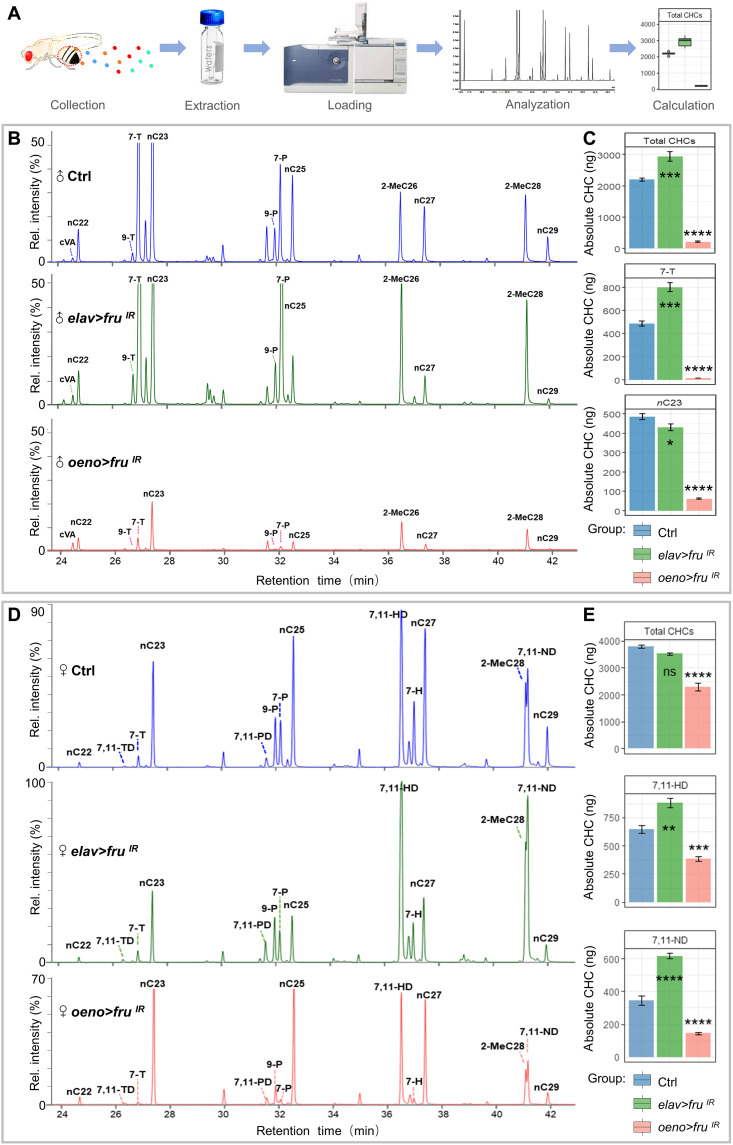
Fru is required in the oenocytes for the biosynthesis of cuticular hydrocarbons. (**A**) Schematic of cuticular hydrocarbon extraction and GC-MS analysis. (**B**) CHCs from adult male flies of each genotype were analyzed using GC-MS. Compared with the control (*oeno-Gal4/+*) and *elav > fru^IR^* males, *oeno > fru^IR^* males exhibit noticeably lower levels of CHCs. (**C**) The absolute contents of total hydrocarbons, male key pheromones (7-T and nC23) carried by a single male were calculated by the loading of internal standards. (**D**) CHCs from females of each genotype were analyzed using GC-MS. Compared to *controls* and *elav > fru^IR^* females, *oeno > fru^IR^* females exhibit lower levels of CHCs. (**E**) The absolute contents of total hydrocarbons, female key pheromones (7,11-HD and 7,11-ND) carried by a single female were calculated by the loading of internal standards. Data are represented as means ± SEM. *P* values are calculated using one-way ANOVA followed by Holm-Sidak multiple comparisons. Asterisks illustrate statistically significant differences between conditions. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

CHCs are highly sexually dimorphic in *D. melanogaster*, with many of the compounds present in one sex but absent in the other, while shared compounds often differ between sexes (*55*). To determine whether *fru* knockdown also alters the CHC profile in female flies, we performed the GS-MS analysis and found that the total CHCs were reduced by 40% in *oeno > fru^IR^* females when compared with the control (Fig. 3E). Different from the male flies, the changes in the CHC profile fall mainly into the CHCs with the chain length beyond C26, which include the female pheromones 7,11-HD and 7,11-ND (Fig. 3D) (*46*). These results explain why wild-type females are more sexually attractive than females with *fru* knockdown in oenocytes (fig. S3I).

The hydrophobic properties of CHCs protect insects from transpirational water loss through insect epicuticles and play a major role in desiccation resistance (*13*, *56*). In *oeno > fru^IR^* flies, we found a substantial reduction of multiple long-chain *n*-alkanes, including *n*-heptacosane (*n*C27) and *n*-nonacosane (*n*C29) (Fig. 3, B to E, and fig. S5A). To test the hydrophobicity of these flies, both male and female adults were dehydrated and incubated in water to assess defects in the hydrophobic coating of the cuticle. While control carcasses remained at the surface of the liquid following a 4-hour incubation, *oeno > fru^IR^* carcasses sank below the surface (fig. S5, B and C). Together, these results suggest that *fru* is required in both male and female oenocytes for CHC and sex pheromone production.

### Fru^COM^, not Fru^M^, is expressed in the oenocytes

*fru* is a complex locus with sophisticated precise spatiotemporal control of transcription through four distinct promoters (fig. S1) (*34*, *35*, *39*). Translation of P1 transcripts in males produces the male-specific Fru^M^ proteins that have an amino-terminal extension of 101 amino acids preceding the BTB domain, whereas transcripts from the P2 to P4 promoters encode a set of non–sex-specific Fru^COM^ proteins that have essential functions in the development of both sexes (fig. S1) (*36*). All Fru proteins are putative transcription factors containing a common BTB N-terminal domain and five alternatively spliced C terminus varying in the number and sequence of Zn-finger DNA binding domains (A, B, C, D, or E) (fig. S1) (*34*, *35*, *57*).

To determine which Fru isoforms are expressed in oenocytes, we generated a polyclonal antibody recognizing an epitope in exon C3, which is present in both Fru^COM^ and Fru^M^ isoforms (fig. S1). Similar to the two reported Fru^COM^ antibodies (*39*, *58*), this new anti-Fru^COM^ antibody labeled a large number of cells in the central nervous system (CNS) of mature third instar larvae at the peak of Fru expression in both sexes (fig. S6A), and the signal was noticeably reduced when *fru* was knocked down in the CNS with two independent RNAi lines (BDSC#31593 and VDRC330035; fig. S6, A and B). Staining adult oenocytes with the new anti-Fru^COM^ showed a strong signal in the nuclei of both male and female flies, whereas the Fru^M^-specific antibody (*59*) detected no signal (fig. S6, C and D). Fru^COM^ staining was lost in oenocytes with *fru-*RNAi knockdown or with MAGIC-induced *fru* depletion (fig. S6, D and E). Analysis of anti-Fru^COM^ signals in oenocytes showed that the two *fru-*RNAi lines induced different knockdown efficiencies, which were confirmed by reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis with *actin5c-Gal4* for whole-body *fru* knockdown (fig. S6G). The difference in knockdown efficiency is probably responsible for the difference in the severity of the male-male courtship behavior phenotypes (Fig. 1, A to D, and fig. S6F). Together, these results suggest that Fru^COM^, not Fru^M^, is expressed in oenocytes in both sexes.

### Fru^COM^ is required for proper expression of genes involved in hydrocarbon biosynthesis in oenocytes

LCFA biosynthesis is predominantly derived from palmitate, which is synthesized by *acetyl-CoA carboxylase* (*ACC*) and *fatty acid synthase 2* (*FASN2*) (*60*). After that, they are elongated by the successive action of elongases, desaturases, and decarbonylate enzymes, before being converted to hydrocarbons (*13*, *56*, *61*) (fig. S7). The enzymes involved in the hydrocarbon biosynthetic pathway are highly conserved in insects (*22*). To determine how Fru^COM^ affects hydrocarbon biosynthesis, we generated multiple RNA sequencing (RNA-seq) datasets from adult male oenocytes with *fru* knockdown by three independent *fru*-RNAi lines with corresponding control samples and a Fru^COM^ overexpression line, which were then subjected to principal components analysis (PCA). 

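Oenocytes, the hydrocarbon-producing cells beneath the abdominal cuticle, were dissected from males kept at 25°C until eclosion and at 29°C for 7 days after it. The notes of Table S4 instead give 29°C throughout. Polyadenylated RNA of 5 genotypes was sequenced with 2 replicate libraries per genotype. The control carried the oenocyte driver oeno-Gal4, to which the sample labels add a UAS-mCD8-GFP transgene. The driver was combined with a fru hairpin from stock 330035 in oeno>fru IR, from stock 31593 in oeno>fru IR-2 and from stock 105005 in oeno>fru IR-3, and with a UAS construct of Fru COM in oeno>fru OE. The authors trimmed the reads, mapped them to the dme6 genome with bowtie2, estimated the count of each gene with RSEM and deposited these expected counts beside TPM values and TPM values rescaled between libraries by TMM (trimmed mean of M values). The expected counts were rounded here to whole numbers, and each genotype was compared with control in edgeR's quasi-likelihood test with TMM normalization, edgeR's default filter on low counts and Benjamini-Hochberg adjustment, using only the 4 libraries of the comparison. The paper gives its depth in reads per sample. The counts assigned to genes, on which all values here rest, totalled 27225089 and 34243324 in the control libraries, 33664389 and 46840820 in oeno>fru IR, 31602967 and 24092151 in oeno>fru IR-2, 34190089 and 29300913 in oeno>fru IR-3, and 23415354 and 36378216 in oeno>fru OE. With 2 libraries per group, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so each p comes from the model fitted across all genes.
The targeted gene, fru (FBgn0004652), lies on the minus strand of chromosome 3R from 18414273 to 18545586 in the BDGP6.54 annotation. Its TMM-rescaled TPM value was 2.30 ± 0.0559 (SD, n = 2) in control, 3.61 ± 0.0785 in the libraries labelled oeno>fru IR, 7.30 ± 0.0205 in those labelled oeno>fru IR-2, 1.61 ± 0.0127 in those labelled oeno>fru IR-3 and 43.4 ± 0.153 in those labelled oeno>fru OE. On the counts, fru was higher than control in the libraries labelled oeno>fru IR, with a log2 fold change of 0.57 (SE 0.068, adjusted p = 5.2e-06 from edgeR), and in those labelled oeno>fru IR-2, with 1.03 (SE 0.067, adjusted p = 6.7e-06 from edgeR). It was lower in those labelled oeno>fru IR-3, at -0.68 (SE 0.08, adjusted p = 0.00013 from edgeR), and higher in those labelled oeno>fru OE, at 4.34 (SE 0.037, adjusted p = 2.5e-16 from edgeR). The alternative that moved these values most was limma on the deposited TMM values with a pseudocount of 0.1, under which fru in the libraries labelled oeno>fru IR-2 reached 1.63. Reads from a fru transgene can be counted on fru itself, so these values do not separate endogenous from transgenic transcripts. Because fru went against the label in oeno>fru IR and oeno>fru IR-2, genotypes are named by the labels of their libraries, and a direction of change is a difference from control, not a response to a measured fall of the fru transcript.

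**Figure D1:**
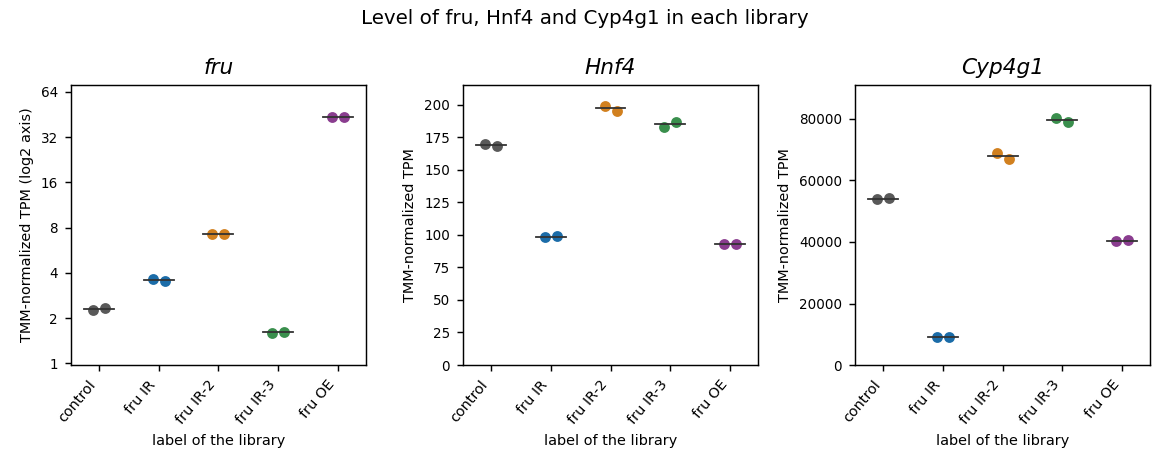
TMM-rescaled TPM of fru (log2 axis), Hnf4 and Cyp4g1 (linear axes from 0) in each of the 10 libraries, with a point per library and a line at the mean of each genotype (n = 2). The mean of fru is 2.30 in control, 3.61 in the libraries labelled oeno>fru IR and 7.30 in those labelled oeno>fru IR-2, and the points of a genotype lie close to one another beside the distances between genotypes.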

On the PCA plot, the three independent *fru*-RNAi datasets clustered together and separated from the control and Fru^COM^ overexpression samples (Fig. 4A). 

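Principal components were computed from log2 CPM (counts scaled to a common library size by TMM, with a prior count of 2) of 12062 genes, each centred and scaled to unit variance, over the 10 libraries. PC1 held 32.9% of the variance, PC2 21.5% and PC3 19.8%. In units of the standard deviation of each component, as in Fig. 4A, the replicates of a genotype lay within 0.05 of each other on PC1 and PC2. On those axes the libraries labelled oeno>fru IR-2 and oeno>fru IR-3 lay 0.29 apart, at 0.47 and 0.30 from control. The libraries labelled oeno>fru IR lay 2.21 from oeno>fru IR-2, 2.50 from oeno>fru IR-3 and 2.58 from control. Every fru-RNAi line lay at least 2.29 from oeno>fru OE. Of the alternatives set before the data were examined, the one that moved this layout most used only the 1000 most variable genes, centred but not scaled. There oeno>fru IR and oeno>fru IR-2 lay 0.36 apart, no farther than replicates of a genotype (up to 0.4), and the farthest pair of fru-RNAi lines 1.54 apart. Alternatives chosen after seeing the data moved it further. On PC1 and PC3 the farthest lines lay 1.13 apart and the nearest 1.61 from control. On the union of DEGs these distances were 1.41 and 1.50. Over all components of the scaled data, where distances are not standardized, the fru-RNAi lines lay 116.1 to 146.5 from one another and 139.7 to 152.3 from control. With 2 libraries per genotype no test was made of the grouping.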

Hierarchical cluster analysis of significantly different genes (*P* ≤ 0.001 and ≥4-fold change) revealed that the control, *fru* knockdown, and Fru^COM^ overexpression groups formed distinct clusters with clear differences at the whole transcriptome level (Fig. 4B). 

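At an adjusted p of at most 0.001 and at least a 4-fold change, the libraries labelled oeno>fru IR had 325 DEGs against control, 198 higher and 127 lower. Those labelled oeno>fru IR-2 had 200, with 120 higher and 80 lower, those labelled oeno>fru IR-3 had 155, with 71 higher and 84 lower, and those labelled oeno>fru OE had 479, with 155 higher and 324 lower. The stricter of the alternatives, limma on log2 of the deposited TMM values plus 1, left 137, 89, 70 and 282 DEGs in the same order. At the unadjusted p, the counts were 344, 250, 176 and 499, and under edgeR's exact test 365, 291, 198 and 521. With library size alone, 260 DEGs were higher and 108 lower in oeno>fru IR, 101 and 93 in oeno>fru IR-2, 57 and 98 in oeno>fru IR-3, and 194 and 272 in oeno>fru OE. The fru-RNAi lines were also compared with one another without the control, which gave 188 DEGs between oeno>fru IR and oeno>fru IR-2, 242 between oeno>fru IR and oeno>fru IR-3, and 82 between oeno>fru IR-2 and oeno>fru IR-3. For the clustering, the 765 DEGs of any comparison with control were scaled per gene and the libraries joined by complete linkage. The first division set oeno>fru OE apart from all other libraries, and the next set control apart from the fru-RNAi lines, so that 3 clusters held control, the 3 fru-RNAi lines and oeno>fru OE. A division into 4 clusters separated oeno>fru IR from the other fru-RNAi lines. Average linkage gave the same groups at each step. These genes were selected for a difference from control, which favours setting control apart. Trees from other genes were chosen after seeing the data. The 1029 DEGs of all 10 pairs of genotypes, which include those against control, gave the same 3 clusters, while all 12062 genes gave 3 clusters with control, oeno>fru IR-2 and oeno>fru IR-3 together, oeno>fru IR alone and oeno>fru OE alone.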

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the majority of down-regulated genes in the *fru* knockdown group were related to metabolic regulation, including fatty acid elongation, xenobiotic, and drug metabolism (Fig. 4C). These genes and pathways show conserved functions in *Drosophila* oenocytes and the mammalian liver (*62*). 

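KEGG pathway membership was not used here, and gene families defined by gene symbol stood in for the pathways. Among the 127 genes lower in the libraries labelled oeno>fru IR, each family was tested by a one-sided Fisher's exact test against all 11729 genes tested. Cytochrome P450 genes, a family that takes part in xenobiotic and drug metabolism, accounted for 3 of the 127 genes, namely Cyp4g1, Cyp4c3 and Cyp12d1-d, where 0.877 would be drawn by chance (exact p = 0.0575, 0.403 after Benjamini-Hochberg adjustment over 7 families). The last 2 were named after their values were seen. Fatty acid elongase genes, glutathione S-transferase genes and UDP-glycosyltransferase genes accounted for 0 of the 127. Across the 7 families defined by symbol, 0 reached an adjusted p under 0.05 and 0 an unadjusted p under 0.05. The symbols leave out P450 genes with other names. With sad, phm, dib, shd, spo and spok added to the family, a choice made after seeing the data, 4 of the 127 were P450 genes, the added gene being sad, where 0.899 would be drawn by chance (exact p = 0.0125, adjusted 0.0874). With the thresholds loosened to an adjusted p under 0.05 and 2-fold, 582 genes were lower, among them 3 of 18 elongase genes, where 0.893 would be drawn by chance (exact p = 0.0569, adjusted 0.398). In the libraries labelled oeno>fru IR-2 and oeno>fru IR-3, 0 to 1 of the lower DEGs belonged to each family. At the looser thresholds, 3 of 364 lower genes of oeno>fru IR-2 were elongase genes, where 0.572 would be drawn by chance (exact p = 0.0182, adjusted 0.127), and 5 were P450 genes (exact p = 0.11, adjusted 0.386). Of 415 lower genes of oeno>fru IR-3, 2 were elongase genes (exact p = 0.137, adjusted 0.957) and 2 were P450 genes (exact p = 0.791). In those labelled oeno>fru OE, 5 of the 324 lower genes were elongase genes, where 0.503 would be drawn by chance (exact p = 0.000105, adjusted 0.000732).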

Using clusterProfiler, we performed gene set enrichment analysis (GSEA) (*63*) and identified subtle but coordinated expression changes of metabolic pathways following *fru* knockdown, revealing down-regulation of genes in xenobiotic metabolism, drug metabolic, and fatty acid elongation pathways (Fig. 4D and fig. S7). 

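Coordinated changes of the same 7 families were tested over all genes with camera from limma, with a preset correlation between genes of 0.01 and adjustment over the families and the 4 comparisons with control. In the libraries labelled oeno>fru IR, 14 of 18 fatty acid elongase genes were lower, with a median log2 fold change of -0.47 (adjusted p = 0.00107 from limma). Proteasome subunit genes were lower in 44 of 48, with a median of -0.54 (adjusted p = 1.26e-10 from limma), and oxidative phosphorylation genes in 66 of 84, with a median of -0.25 (adjusted p = 0.00368 from limma), a call that was lost with library size alone (adjusted p = 0.13 from limma). Of the families that take part in drug and xenobiotic metabolism, glutathione S-transferase genes were higher, with a median of 0.81 (adjusted p = 2.03e-05 from limma), while cytochrome P450 genes, at 0.22 (adjusted p = 0.0806 from limma), and UDP-glycosyltransferase genes, at 0.22 (adjusted p = 0.702 from limma), were not called. In the libraries labelled oeno>fru IR-2 and oeno>fru IR-3, elongase genes were not called in either direction (adjusted p = 0.364 and 0.18 from limma), and their direction changed in oeno>fru IR-2 with library size alone and in both lines under fgsea. Cytochrome P450 genes were higher in both, with medians of 0.54 (adjusted p = 0.00349 from limma) and 0.64 (adjusted p = 5.19e-12 from limma). Gut markers were also higher in replicate 2 of both lines, with median log2 ratios to replicate 1 of 2.69 and 2.45. No family was tested without that replicate, so gut tissue as a part of the P450 rise is not ruled out. Proteasome subunit genes were not called in oeno>fru IR-2 (adjusted p = 0.241 from limma). With library size alone they were called lower there (adjusted p = 0.00201 from limma). In oeno>fru IR-3 they were higher, with a median of 0.26 and 10 of 48 lower (adjusted p = 7.82e-06 from limma). The calls named here also held under fry. In addition, fry called cytochrome P450 genes higher in oeno>fru IR (adjusted p = 0.00142 from limma). It called elongase genes higher in oeno>fru IR-2 and oeno>fru IR-3 (adjusted p = 0.00256 and 0.0176 from limma). Yet their median was -0.05 in oeno>fru IR-2, with 10 of 18 lower, and 0.14 in oeno>fru IR-3, with 8 of 18 lower. Proteasome subunit genes were called lower in oeno>fru IR-2 by fry (adjusted p = 0.0181 from limma). Oxidative phosphorylation genes were called higher in oeno>fru IR-3 by fry (adjusted p = 0.0176 from limma), although their median was -0.04 and 45 of 84 were lower. Under fgsea the elongase call in oeno>fru IR and the proteasome call in oeno>fru IR-3 were lost (permutation p = 0.239 and 0.105, adjusted), while those of proteasome, oxidative phosphorylation and glutathione S-transferase genes in oeno>fru IR (permutation p = 1.86e-05, 0.00378 and 0.000541, adjusted) and of P450 genes in oeno>fru IR-2 and oeno>fru IR-3 (permutation p = 0.0136 and 5.81e-11, adjusted) held. With the P450 genes of other symbols added after seeing the data, camera gave P450 genes an adjusted p of 0.364 in oeno>fru IR and 0.0444 in oeno>fru IR-2 from limma. The alternative that moved the results most estimated the correlation between genes from the data. It called 0 families in any comparison, with adjusted p from 0.146 to 0.939 from limma.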

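Fig. 4E shows 17 genes that act in or upstream of the synthesis of very long chain fatty acids and hydrocarbons. In the libraries labelled oeno>fru IR, all 17 had a negative log2 fold change with an adjusted p under 0.05 over all genes tested, and all 17 also passed when adjusted over the list alone. As the study chose the list on these samples, the second count is not independent evidence. A call sets few genes apart by itself, as 7308 of the 11729 genes tested passed it in either direction. It measures a difference against the small spread between 2 libraries of a genotype. Their median log2 fold change was -0.69, and 1 of them, Cyp4g1, passed the 4-fold threshold of a DEG. With library size alone in place of TMM, 16 were lower and SCAP was higher. ACC (FBgn0033246), on chromosome 2R from 7974115 to 7991862, fell by 0.59 on the log2 scale (SE 0.018, adjusted p = 1.7e-12 from edgeR). Hnf4 fell by 0.75 (SE 0.02, adjusted p = 3.5e-13 from edgeR) and FASN2 (FBgn0042627), on chromosome 2L from 3043947 to 3056143, by 0.52 (SE 0.017, adjusted p = 2.5e-12 from edgeR). The fall was 0.46 for desat1 (SE 0.016, adjusted p = 5.3e-12 from edgeR) and 2.58 for Cyp4g1 (SE 0.014, adjusted p = 9.6e-20 from edgeR). The elongase gene CG16904 (FBgn0037763), on chromosome 3R from 9815928 to 9816979, fell by 1.26 (SE 0.018, adjusted p = 6.6e-16 from edgeR), and CG30008 (FBgn0050008), on chromosome 2R from 9889878 to 9891141, dropped by 0.69 (SE 0.016, adjusted p = 9e-14 from edgeR). ACC overlaps Nup44A, Hnf4 overlaps CatB, Cyp4g1 overlaps CG32816 and CG30008 overlaps CG1513, and the counts of each pair could share reads. With each of the 4 libraries left out in turn, the log2 fold change stayed between -2.58 and -2.57 for Cyp4g1, between -0.61 and -0.58 for ACC and between -0.54 and -0.50 for FASN2.
The other genotypes were compared with the same control libraries. Over all genes, 5721 of 11464 were called in either direction in oeno>fru IR-2, 6046 of 11472 in oeno>fru IR-3 and 7544 of 11601 in oeno>fru OE. In the libraries labelled oeno>fru IR-2, 4 of the 17 genes were called lower (CG31522, Desat2, CG30008 and eloF) and 11 higher, with a median log2 fold change of 0.15, and adjusted over the list alone 4 were lower. In those labelled oeno>fru IR-3, 4 were called lower (CG31522, kar, CG30008 and eloF) and 11 higher, with a median of 0.26, and adjusted over the list alone 5 were lower. ACC rose by 0.37 in oeno>fru IR-2 and by 0.54 in oeno>fru IR-3, FASN2 by 0.07 and 0.67, and CG16904 by 0.46 and 0.68. With library size alone, the median of the 17 genes in oeno>fru IR-2 was -0.01, with 7 called lower and 8 higher. FASN2 was then lower than control in that line. CG30008 was lower in both, at -0.36 (SE 0.016, adjusted p = 7.2e-07 from edgeR) and -0.06 (SE 0.021, adjusted p = 0.033 from edgeR). The second of these calls was lost under limma on the deposited TMM values. It was also lost with replicate number as a block and with at least 10 counts in every library. A direct comparison of the lines, without the control, called 11 genes that were lower in oeno>fru IR and higher in oeno>fru IR-2, and 11 that were lower in oeno>fru IR and higher in oeno>fru IR-3. Of the 17 genes, 15 were called lower in the libraries labelled oeno>fru OE and 2 were called higher, with a median of -0.55, and adjusted over the list alone 15 were lower. CG30008 there reached -2.67 (SE 0.016, adjusted p = 1.1e-17 from edgeR). The fru transcript itself was above control in the libraries labelled oeno>fru IR and oeno>fru IR-2, so these directions are differences between labelled genotypes.

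**Figure D2:**
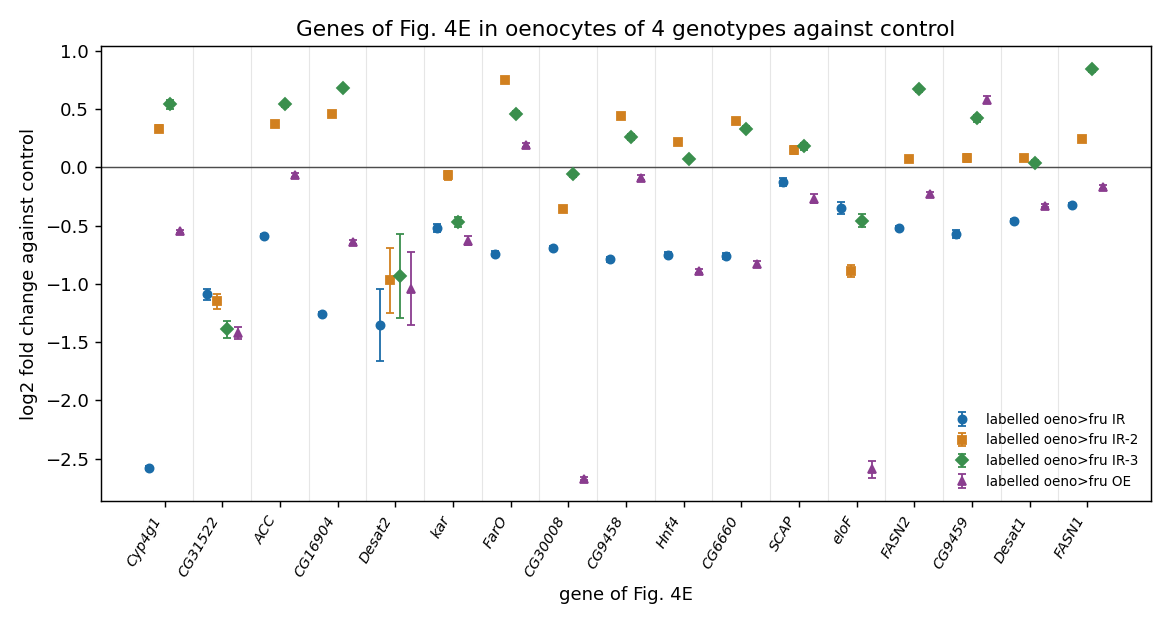
Log2 fold change against control (vertical axis, with the standard error from edgeR's quasi-likelihood fit) of the 17 genes of Fig. 4E (horizontal axis) in the libraries labelled oeno>fru IR, oeno>fru IR-2, oeno>fru IR-3 and oeno>fru OE, with n = 2 libraries per genotype. All 17 points of oeno>fru IR lie below 0 (all but SCAP with library size alone), while 12 of those of oeno>fru IR-2 and 12 of those of oeno>fru IR-3 lie above it (8 and 10 with library size alone).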

Notably, genes involved in various steps of VLCFA and hydrocarbon biosynthesis, including *ACC*, *Hnf4*, *FASN2*, *desaturase1* (*desat1*), *cytochrome P450 4 g1* (*Cyp4g1*), and multiple *elongases* (*CG16904* and *CG30008*), all showed substantial down-regulation in the *fru* knockdown group (Fig. 4E). Decreased transcription of these genes was confirmed by RT-qPCR analysis of RNAs extracted from male oenocytes (Fig. 4, F and G). These findings suggest that Fru is required for the developmental induction of key genes in the VLCFA/hydrocarbon biosynthetic pathway in adulthood.

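How far the fru-RNAi lines shared their changes was measured over the genes tested in each pair of lines. Across genes, which are not independent replicates, the log2 fold changes against control had a Pearson correlation of 0.602 between the libraries labelled oeno>fru IR and oeno>fru IR-2, 0.508 between oeno>fru IR and oeno>fru IR-3, and 0.73 between oeno>fru IR-2 and oeno>fru IR-3. With oeno>fru OE the same lines gave 0.512, 0.489 and 0.525. All comparisons use the same control libraries, which by itself makes them correlate. Groups simulated with no change against a shared control had a mean correlation of 0.51, between 0.49 and 0.531 over 20 simulated sets, beside 0.613 as the mean over the 3 pairs of lines, and they shared at most 1 DEG. Control and groups were drawn with equal noise, which fixes the simulated correlation near this value whatever the size of the noise. The dispersion was at least 0.00889, against 0.000339 between the control replicates. The simulation therefore cannot tell how much of 0.613 the shared control accounts for. With each genotype in turn taken as the reference for the 4 others, the mean correlation of log2 CPM differences was 0.515 for control, 0.498 for oeno>fru IR, 0.418 for oeno>fru IR-2, 0.326 for oeno>fru IR-3 and 0.703 for oeno>fru OE. Of the DEGs, 59 were shared by the 3 lines in the same direction, 9 higher and 50 lower, and 54 of these were also DEGs in the same direction in oeno>fru OE. The alternative that moved this count most was limma on log2 of the deposited TMM values plus 1, with 28 shared.
By the rule for naming genes, the largest mean rises among the shared DEGs were those of CG33062, CG13947, CG7330, CG8500 and phr, and the largest mean falls those of Ccp84Ae, 5-HT2B, CG18628, CG9737 and Acp1. CG13947 (FBgn0031277), on chromosome 2L from 779173 to 779655, rose by 4.04 on the log2 scale in oeno>fru IR (SE 0.055, adjusted p = 3.4e-16 from edgeR), by 2.70 in oeno>fru IR-2 and by 3.31 in oeno>fru IR-3, and by 2.94 in oeno>fru OE. CG9737 (FBgn0039758), on chromosome 3R from 30241268 to 30243312, had a log2 fold change of -4.59 in oeno>fru IR (SE 0.049, adjusted p = 2.5e-17 from edgeR), -5.59 in oeno>fru IR-2, -4.06 in oeno>fru IR-3 and -6.90 in oeno>fru OE. The cuticle protein gene Ccp84Ae had 472 to 601 counts in control and 3 or fewer in each library of oeno>fru IR-2, oeno>fru IR-3 and oeno>fru OE, which makes it at least 160-fold, 180-fold and 170-fold lower there. CG8500 and phr overlap CG12945 and Prosalpha1, with which reads may be shared. CG8500 rose by 3.35, 2.43 and 2.69 in the 3 lines and was at -0.38 in oeno>fru OE (adjusted p = 0.17 from edgeR).
From the lower transcript levels of hydrocarbon biosynthesis genes in Fig. 4E and in RT-qPCR, the paper proposes that Fru is required for the induction of key genes of the very long chain fatty acid and hydrocarbon pathway in adult oenocytes.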

**Fig. 4.**
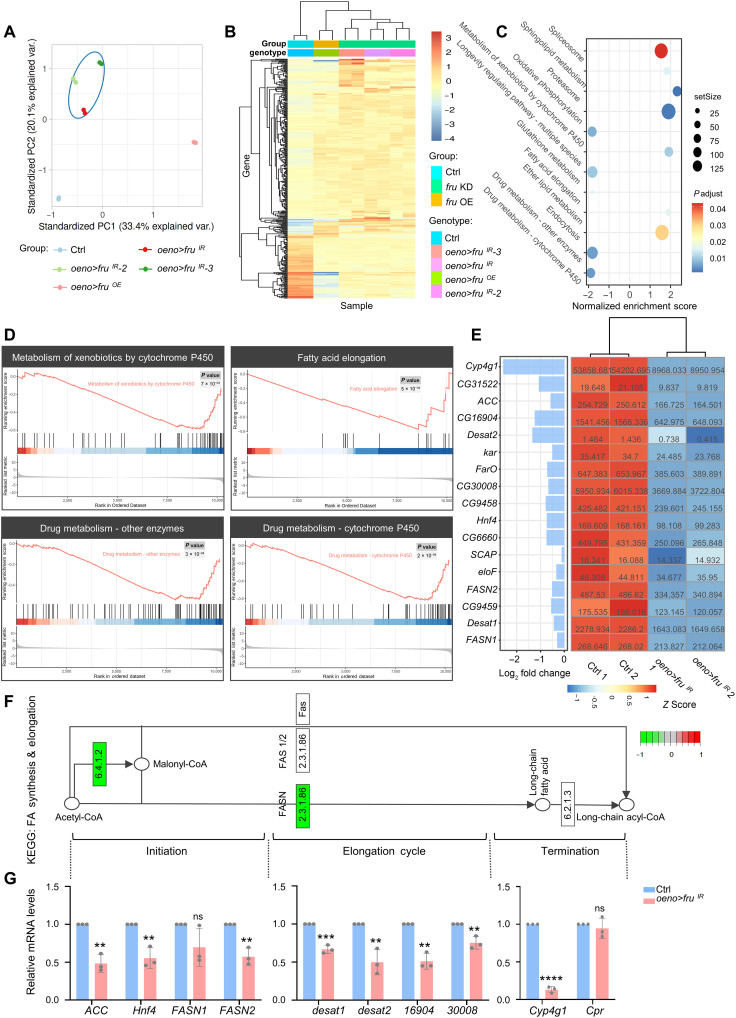
Bulk RNA-seq analysis to identify genes affected by *fru* knockdown in oenocytes. (**A**) PCA plot shows that the biological replicates of each genotype are highly consistent. The datasets from *fru* knockdown induced by three independent RNAi lines show good clustering. (**B**) Heatmap of expression of differentially expressed genes identified from bulk RNA-seq. Gene expression is shown in normalized log_2_ counts per million. Differentially expressed genes were selected on the basis of the threshold of *P* ≤ 0.001 and ≥4-fold change. (**C**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. Pathway enrichment of differentially expressed genes. The *y* axis indicates the pathway name, and the *x* axis indicates the fold change. (**D**) Gene set enrichment analysis for interpreting gene expression data of four metabolic pathways. (**E**) Down-regulation of VLCFA/hydrocarbon biosynthesis genes in oenocytes with *fru* knockdown from two independent replicates. Colors in the heatmap correspond to the scaled FPKM which is shown as a number in each cell. (**F**) The FA synthesis & elongation pathway from KEGG, with green boxes indicating genes down-regulated in this subset, and RT-qPCR analysis of genes in the VLCFA/hydrocarbon metabolic pathway (controls: blue bars; *oeno > fru^IR^*: salmon bars) (**G**). Transcript levels are normalized to *Rp49* mRNA and presented relative to the level of controls. Asterisks illustrate statistically significant differences between conditions. **P < 0.01, ***P < 0.001, and ****P < 0.0001.

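Replicates were compared gene by gene over the genes with at least 20 counts in the pair. Where libraries differ by sampling alone, the chi-square of the counts per degree of freedom was 0.981 in simulated libraries. It was 2.05 between the control replicates, 2.39 in the libraries labelled oeno>fru IR, 2.53 in those labelled oeno>fru OE, 5.87 in those labelled oeno>fru IR-3 and 6.66 in those labelled oeno>fru IR-2, so the replicates differed by more than sampling noise in each genotype. The median gene lay closer to sampling noise, with a chi-square of 0.687 to 0.769 over the genotypes against 0.4532 in the simulated libraries. The biological coefficient of variation that edgeR estimated within a genotype was 1.84% in control, 1.94% in oeno>fru IR, 3.65% in oeno>fru OE, 11.2% in oeno>fru IR-3 and 14.7% in oeno>fru IR-2. In the trees of Fig. 4B computed here, the replicates of each of the 5 genotypes joined each other first.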

### Fru^COM^ controls *Hnf4* expression in oenocytes to maintain lipid homeostasis

The hepatocyte-like oenocytes accumulate lipid droplets (LDs) as a normal response to fasting and this readout of steatosis also indicates abnormal lipid metabolism in fed flies (*16*, *46*). We noticed LD accumulation in oenocytes in both starved and fed *oeno > fru^IR^* flies, suggesting that *fru* is required for preventing steatosis independent of nutritional status (Fig. 5A). To determine whether *fru* knockdown interferes with systemic lipid homeostasis, we measured the triacylglycerol (TAG) levels in *oeno > fru^IR^* male adults and found that the whole-body TAG level of these flies was 2.4-fold of the control (Fig. 5B). In addition, thin layer chromatography (TLC) of adipose tissue revealed that the TAG content, but not free fatty acids, was noticeably increased when *fru* was depleted in oenocytes (Fig. 5C). Consistently, flies bearing *fru* MAGIC clones exhibited similar LDs accumulation, and *fru* depletion–induced steatosis could be alleviated by Fru^COM^ overexpression in oenocytes (Fig. 5D). These results indicate that Fru functions in oenocytes to prevent steatosis and to maintain systemic lipid homeostasis.

**Fig. 5.**
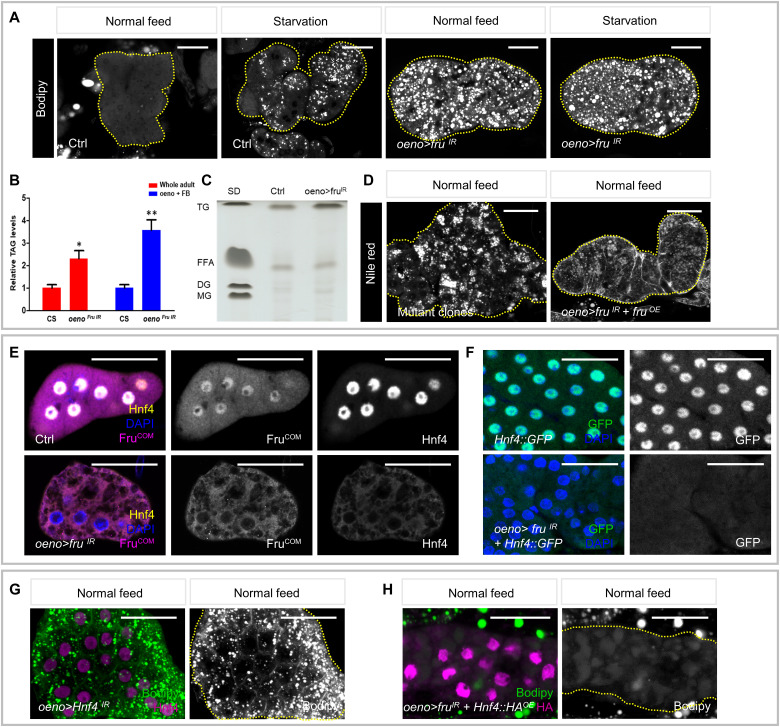
Fru controls HNF4 expression in the oenocytes to inhibit steatosis. (**A**) Bodipy stains are depicted for oenocytes dissected from control and *oeno > fru^IR^* males raised on standard diet (SD) and starved for 7 days after emergence. Oenocytes are outlined with a yellow dotted line. (**B**) Triglyceride levels were measured in 7-day-old control and *oeno > fru^IR^* reared on a SD after emergence. Metabolite levels are normalized to total protein and presented relative to the amount in control animals. Red indicates that a decapitated whole body was used as the sample material, and blue indicates that only adipose tissue [fat body (FB) and oenocytes] was used. CS, control system. (**C**) Thin layer chromatography analysis shows TAG and free fatty acid (FFA) levels in adipose tissue of control and *oeno > fru^IR^* males. DG, diacylglycerol. MG, Monoacylglycerol. (**D**) Nile red stains are depicted for oenocytes dissected from *fru* mutant clones and *oeno > fru^IR^ + fru^OE^* males cultured on SD. (**E**) *fru* knockdown in oenocytes resulted in decreased HNF4 protein levels. Top: Fru (magenta) colocalized with HNF4 (yellow) in control oenocytes. Bottom: The level of HNF4 was noticeably reduced in oenocytes of *fru* knockdown. (**F**) Green fluorescent protein (GFP)–tagged HNF4 from the endogenous *Hnf4* promoter is highly expressed in oenocytes, but the GFP signal is lost in oenocytes with *fru* knockdown. (**G**) Bodipy (green) and anti-HNF4 (magenta) stains are depicted for oenocytes dissected from *oeno > Hnf4^IR^* males raised on SD. (**H**) Bodipy stains are depicted for oenocytes of *oeno > fru*^*I*R*+*^*Hnf4^OE^* males cultured on SD. Scale bars, 10 μm. DAPI, 4′,6-diamidino-2-phenylindole. *P < 0.05 and **P < 0.01.

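Hnf4 (FBgn0004914) lies on the minus strand of chromosome 2L from 8687226 to 8709611 and overlaps CatB, with which reads may be shared. Its TMM-rescaled TPM value was 168.9 ± 1.02 (SD, n = 2) in control and 98.7 ± 0.831 in the libraries labelled oeno>fru IR, from 12324 to 15317 and 10412 to 14500 counts per library. The other fru-RNAi lines lay above control, at 197.3 ± 2.87 in oeno>fru IR-2 (log2 fold change 0.22, SE 0.016, adjusted p = 1.4e-05 from edgeR) and 184.8 ± 3.15 in oeno>fru IR-3 (log2 fold change 0.07, SE 0.018, adjusted p = 0.012 from edgeR). Hnf4 in oeno>fru IR-3 was below control with library size alone, at -0.02. Compared directly with oeno>fru IR, Hnf4 was higher by 0.97 on the log2 scale in oeno>fru IR-2 (adjusted p = 1.4e-08 from edgeR) and by 0.84 in oeno>fru IR-3 (adjusted p = 4.3e-09 from edgeR). The libraries labelled oeno>fru OE had 93.11 ± 0.094, a log2 fold change of -0.89 (SE 0.019, adjusted p = 1.1e-12 from edgeR). With TMM scaling, each of these differences is larger than the spread between the replicates of a genotype. These are transcript levels. The paper's staining measured HNF4 protein, also in oeno>fru IR-2 (fig. S8A), and the paper describes that protein as lower when fru is silenced.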

Among the down-regulated genes induced by *fru* depletion, we focused on *Hnf4*, which has been reported to be necessary for maintaining lipid homeostasis and promoting fatty acid conversion to VLCFA and hydrophobic hydrocarbons in oenocytes (*64*). To determine whether HNF4 acts downstream of Fru, we first used an anti-HNF4 antibody (*65*) and found that the HNF4 protein level was obviously down-regulated in *fru*-silenced oenocytes (Fig. 5E and fig. S8A). Consistently, a HNF4 protein trap line with green fluorescent protein (GFP)–tagged endogenous HNF4 (*66*) showed loss of the GFP signal in oenocytes with *fru* depletion (Fig. 5F), further suggesting that HNF4 expression is regulated by *fru* in oenocytes. To determine whether *Hnf4* is functionally downstream of *fru* in oenocytes, the dsRNAs of *Hnf4* (*Hnf4^IR^*) were targeted to oenocytes by *oeno-Gal4*. As expected, the knockdown of *Hnf4* in oenocytes resulted in similar steatosis, as reported previously (*64*), whereas HNF4 overexpression alleviated lipid accumulation induced by *fru* depletion (Fig. 5, G and H). Together, these results suggest that Fru^COM^ regulates HNF4 expression in oenocytes to inhibit steatosis and maintain systemic lipid homeostasis.

### *Hnf4* is essential in mediating *fru*-regulated CHC biosynthesis and courtship behavior

To determine whether *fru*-regulated CHC production is mediated by HNF4, we used GC-MS to measure hydrocarbon levels in flies with HNF4 depletion in oenocytes (*oeno > Hnf4^IR^*). Expectedly, these flies also show substantial decreases in total CHCs in both sexes (a 94% decrease in males and a 62% decrease in females), similar to flies with *fru* knockdown in oenocytes (Fig. 6, A to D). Notably, the knockdown of *Hnf4* also resulted in a defective synthesis of sex pheromones in both sexes, including male pheromone 7-T (99% decrease) and *n*C23 (89% decrease) as well as female pheromone 7,11-HD (66% decrease) and 7,11-ND (80% decrease) (Fig. 6, A to D). In addition, *oeno > Hnf4^IR^* flies also showed a marked reduction of multiple long-chain *n*-alkanes (Fig. 6, A to D), resulting in defects in the hydrophobic coating of cuticles in both male and female adults (fig. S8B). Next, we asked whether reintroducing HNF4 in oenocytes with *fru* knockdown would restore the CHC profile and found that the total CHC levels were restored to 71 and 79% of the control males and females, respectively. It is noteworthy that the major sex pheromones in both male and female flies, especially 7-T and 7,11-HD, were well recovered and comparable to the levels of the control flies (Fig. 6, A to D).

**Fig. 6.**
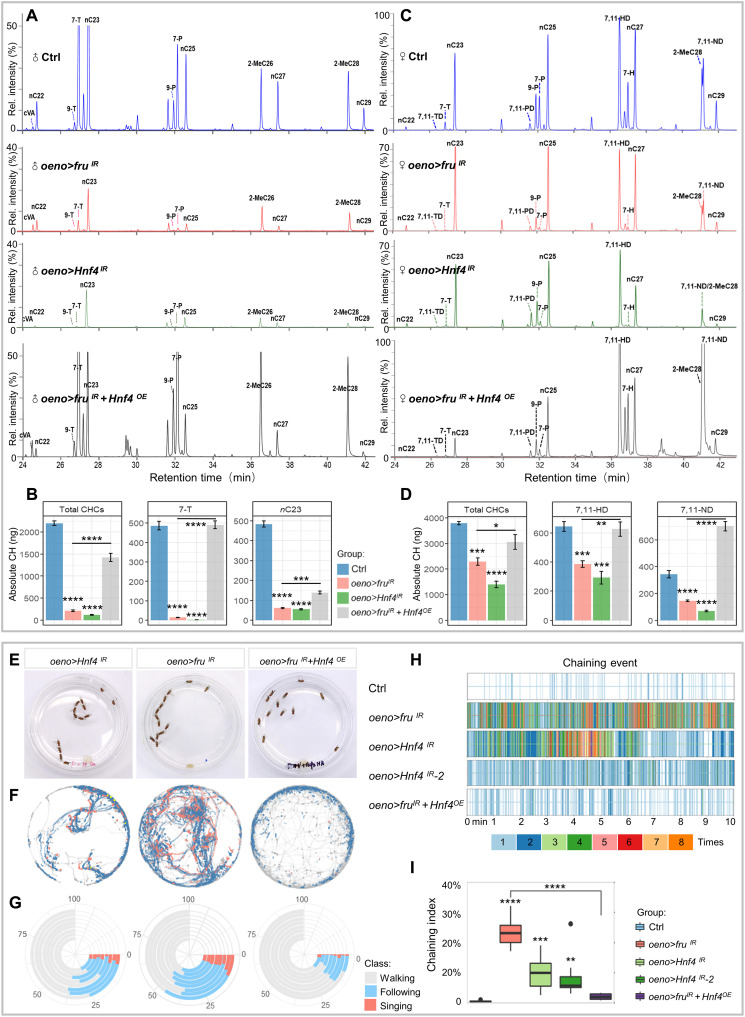
Fru controls HNF4 expression in the oenocytes to maintain CHC biosynthesis and innate courtship behavior. (**A**) GC-MS analysis of CHCs from male adults in control (*oeno-Gal4/+*), *oeno > fru^IR^*, *oeno > Hnf4^IR^*, and *oeno > fru^IR^ + Hnf4^OE^*. (**B**) The absolute contents of total hydrocarbons, male key pheromones (7-T and nC23) carried by a single male were calculated by the loading of internal standards. (**C**) GC-MS analysis of CHCs from female adults of controls (*oeno-Gal4/+*), *oeno > fru^IR^*, *oeno > Hnf4^IR^*, and *oeno > fru^IR^ + Hnf4^OE^* females. (**D**) The absolute contents of total hydrocarbons, female key pheromones (7,11-HD and 7,11-ND) carried by a single female were calculated by the loading of internal standards. Data are represented as means ± SEM. *P* values are calculated using one-way ANOVA followed by Holm-Sidak multiple comparisons. Asterisks illustrate statistically significant differences between conditions. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. (**E**) Representative movie screenshots of fly groups with indicated genotypes. Thirteen male adults of the same genotype were collected and placed in one chamber. (**F**) Event maps generated from representative movies of indicated genotypes (1.5-min movie per map). (**G**) Polarized bar plots illustrating the ratio of each detected behavior. Each bar plot was produced from eight independent biological replicates (10-min movie per replicate). (**H**) Rug plots showing the chaining events detected from 10-min movies. The *x* axis refers to the time of the movie. Each vertical line with different colors indicates the number of chaining events detected in a single frame. The corresponding color to the number of events is illustrated in the legend. (**I**) The box plots of the chaining index are quantitative statistics of eight independent biological replicates.

The impairment of CHC biosynthesis suggests that flies with *Hnf4* knockdown in oenocytes may also have changed courtship behavior patterns. To test this, we applied the MAFDA platform to analyze the courtship behavior of male flies with oenocyte *Hnf4* knockdown using two independent *Hnf4-RNAi* lines. As expected, these flies exhibited pervasive male-male courtship and chaining behaviors, similar to *fru*-depleted males (Fig. 6, E to I; fig. S8, C and D; and movie S4). Misexpression of HNF4 in oenocytes with *fru* knockdown alleviated the male-male courtship and male-chaining phenotypes when compared with *fru* knockdown alone (Fig. 6, E to I, fig. S8D, and movie S5), highly consistent with their respective CHC profiles (Fig. 6A). Together, these results suggest HNF4 is a key factor downstream of Fru in oenocytes to control pheromone and CHC production and its down-regulation is accountable for the behavior phenotypes displayed by *oeno > fru^IR^* flies.

### *dsx* and *fru* depletion induce two distinct sex-dimorphic CHC profiles

Although *fru* or *Hnf4* knockdowns in oenocytes induced substantial decreases of total CHCs in both male and female flies, the changes appeared sexually dimorphic. While males showed almost complete loss of CHCs, the reduction of CHCs in females was mostly on those with a chain length beyond C26 (Fig. 3, B to E). In insects, the sexual dimorphism of CHCs could be regulated by sex-determination genes, including *tra* and *dsx* (*23*, *67*–*69*). Consistently, knockdown of *dsx* in oenocytes caused male-chaining behavior (Fig. 7A). To test whether *fru* acts downstream of *dsx* in oenocytes, we first performed immunohistochemistry analyses using anti-HNF4 and anti-Fru^COM^ antibodies and found that the protein levels of HNF4 and Fru^COM^ were not noticeably changed in oenocytes with *dsx* knockdown (Fig. 7B). RT-qPCR analysis further showed that *dsx* knockdown did not cause obvious changes in *fru* transcripts but up-regulated *Hnf4* by 41% (Fig. 7C). Further CHC profiling revealed that oenocyte-specific depletion of *dsx* led to a 26% increase in total CHCs in males but a 19% decrease in females (Fig. 7, D to G). Consistent with these findings, *oeno > dsx^IR^* male flies showed better water repellency than controls, whereas females had impaired hydrophobic coating of the cuticle (fig. S9, A and B). And at the pheromone level, *dsx*-loss in oenocytes caused feminization of the pheromone profile in male flies and masculinization of the pheromone profile in females (Fig. 7, D to G). These findings reveal that, despite the phenotypic similarity in courtship behavior between *dsx*- and *fru*-deleted flies, the underlying mechanism of these two genes in regulating CHC and pheromone profiles is different (Fig. 7, D to G). The mechanism underlying the sex differences of CHC profile in *fru*- and *Hnf4*-depleted flies is yet to be determined. Nonetheless, our results suggest that *fru* is not a downstream target of *dsx* in regulating CHC biosynthesis in oenocytes.

**Fig. 7.**
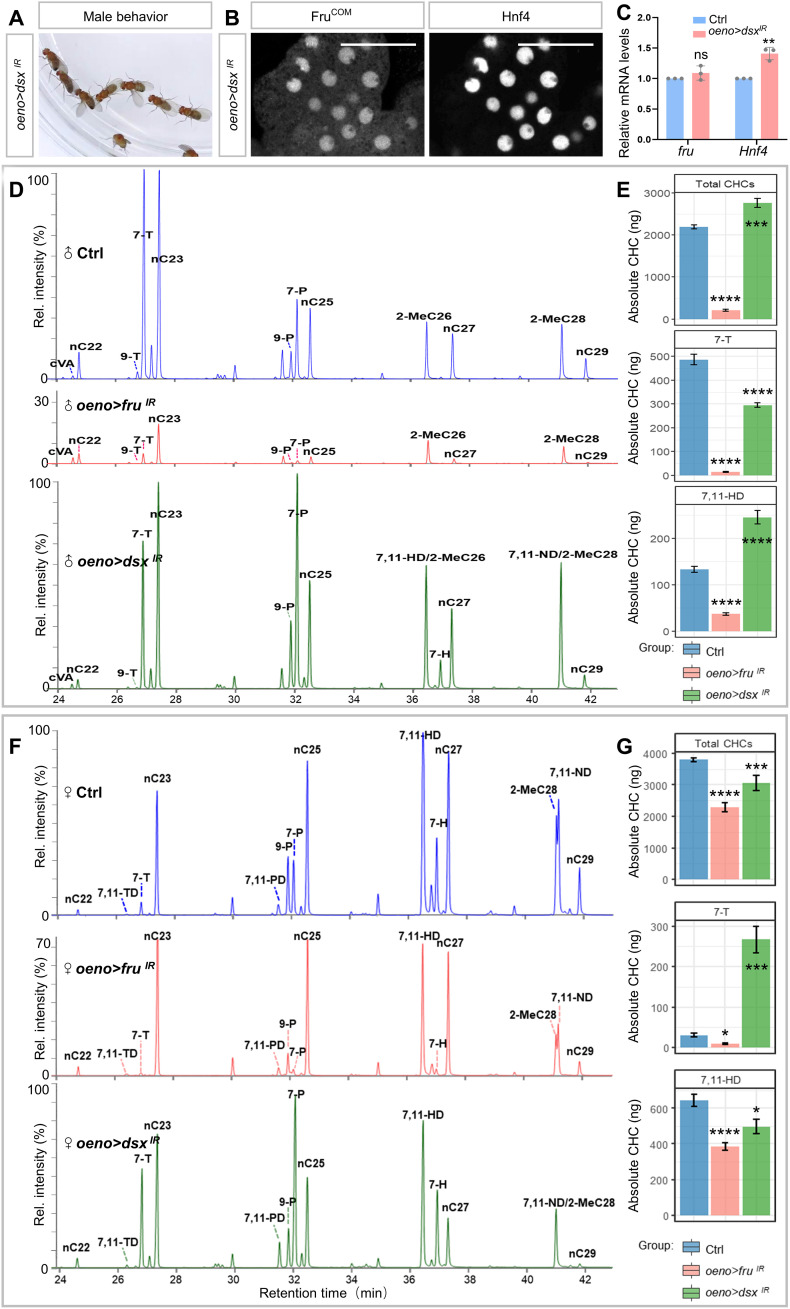
Fru does not act downstream of Dsx in regulating CHC biosynthesis. (**A**) Silencing of *dsx* in oenocytes causes male chaining behavior. (**B**) Immunostaining shows that Fru^COM^ and HNF4 protein levels remain high in oenocytes with *dsx* knockdown. Scale bar, 10 μm. (**C**) Transcript levels of *fru* and *Hnf4* were analyzed by RT-qPCR in *dsx* knockdown oenocytes (control: blue bars; *oeno > dsx^IR^*: salmon bars). Transcript levels were normalized to Rp49 mRNA and presented relative to control levels. (**D**) CHCs from males of each genotype were analyzed using GC-MS. *oeno > fru^IR^* males exhibit noticeably lower levels of CHCs in the full spectrum than the control (*oeno-Gal4/+*). (**E**) The CHCs of *oeno > dsx^IR^* males, in contrast, exhibit a mixture of low levels of characteristic male hydrocarbons (7-T) and high levels of diene hydrocarbons (7,11-HD and 7,11-ND, characteristic of females). (**F**) GC-MS analysis of CHCs in female adults shows that oenocyte-specific knockdown (*oeno > fru^IR^*) resulted in lower levels of CHCs in the full spectrum than control females. (**G**) Knockdown of *dsx* in female oenocytes (*oeno > dsx^IR^*) resulted in lower female pheromones (diene hydrocarbons 7,11-HD and 7,11-ND) but high levels of male pheromone (7-T). Data are represented as means ± SEM. *P* values are calculated using two-tailed unpaired *t* test (C) and one-way ANOVA (E) and (G) followed by Holm-Sidak multiple comparisons. Asterisks illustrate statistically significant differences between conditions. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## DISCUSSION

This study reveals a combined control of pheromone production and perception by a zinc-finger transcription factor gene, *fru*, which regulates lipid homeostasis through an evolutionarily conserved gene *Hnf4*, thereby promoting the robustness and efficiency of courtship behavior in *D. melanogaster*. Such an integrated regulation of sexual attractiveness and sexual perception/execution by a single gene in distinct cells may have a reproductive advantage, as the recruitment of *fru* in certain insect species (*70*) could enhance both the emission and perception of sex-related cues simultaneously, which has stronger selective advantage than separate evolvement of each process (Fig. 8). Previously, *desat1* has been shown to be involved in both pheromone production and perception (*71*). A recent study found that the *Gr8a* gene, which belongs to the gustatory receptor gene family, is expressed specifically in male oenocytes and plays a role in the synthesis of certain male CHCs by regulating the level of Desat1 (*72*). 

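In the RNA-seq libraries desat1 (listed as Desat1, FBgn0086687) lies on chromosome 3R from 12439600 to 12447616. Its TMM-rescaled TPM value was 2283 ± 5.14 (SD, n = 2) in control and 1646 ± 4.65 in the libraries labelled oeno>fru IR, and the 10 libraries held 79249 to 149681 counts on the gene. For the libraries labelled oeno>fru IR-2 the value was 2423 ± 52.5, a log2 fold change of 0.08 (SE 0.017, adjusted p = 0.0045 from edgeR), and in those labelled oeno>fru IR-3 it was 2372 ± 31.3, a change of 0.04 that was not called (SE 0.022, adjusted p = 0.12 from edgeR). With library size alone both were below control, at -0.08 and -0.05. Those labelled oeno>fru OE had 1987 ± 8.26, with a log2 fold change of -0.33 (SE 0.014, adjusted p = 5.9e-10 from edgeR). The paralog Desat2, which overlaps CG46427 and CG17207, had only 17 to 54 counts in any library, and its fall in oeno>fru IR of 1.35 on the log2 scale had a standard error of 0.31.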

On the basis of our RNA-seq analysis, *desat1* is a likely downstream target of *fru* in the oenocyte. It will be interesting to find out if *desat1* also acts downstream of *fru* in pheromone production and/or perception.

**Fig. 8.**
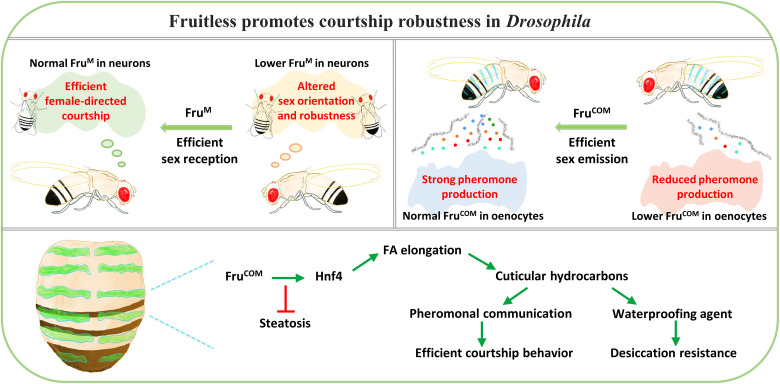
The model of *fruitless* regulates pheromone biosynthesis and perception. A schematic drawing to show that Fru regulates both pheromone production and perception through different isoforms (the male-specific Fru^M^ and the non–sex-specific Fru^COM^) expressed in different organs, thereby promoting the robustness and efficiency of courtship behavior. Fru^COM^ expression in oenocytes regulates HNF4 protein levels for the biosynthesis of sex pheromones, along with other cuticle hydrocarbons required for desiccation resistance.

The *fru* gene locus contains a complex transcription unit with multiple promoters and alternative splicing isoforms (Fig. 4A). *fru* P1 transcripts have only been detected in the nervous system, their sex-specific protein product Fru^M^ is expressed in ∼2000 neurons to masculinize their structure and function (*73*). In contrast, Fru^COM^ is expressed in both neural and nonneural tissues. Its expression has been detected in neuroblasts in both male and female larval CNS (*39*). Fru^COM^ appears to be also required in the adult female brain to regulate female rejection behavior (*74*). Outside the nervous system, Fru^COM^ is detected in specific cell types in the reproductive system (*58*, *73*) and is necessary for the maintenance of germline stem cells and cyst stem cells in male gonads (*38*). Our study shows that, in pheromone-producing oenocytes, Fru^COM^, rather than Fru^M^, is expressed in both sexes and plays a key role in CHC biosynthesis (fig. S6, C and D). Although how the sex- and tissue-dynamic expression of Fru^M^ and Fru^COM^ is orchestrated remains to be resolved, the utilization of different transcriptional/splicing products of the same gene in pheromone production and perception may provide a potential advantage in coordinating these two related biological processes during development.

In insects, pheromone synthesis has coevolved with chemosensory perception. Numerous examples of correlated evolutionary changes between pheromone production and perception have been reported, with evolutionary pros and cons of sex-specific pheromones mirroring their sensory responses (*75*, *76*). The genetic mechanisms that control pheromone perception are best understood in *Drosophila* with >150 chemoreceptor proteins identified (*10*). The odorant receptor neurons (ORNs) that express ORs are specialized to detect the most volatile chemicals, including low-volatility pheromones (*77*). In Or47b ORNs, *fru* has been shown to regulate sensory plasticity and act as a downstream genomic coincidence detector (*78*–*81*). Although it is unclear whether *Hnf4* is regulated by *fru* in the nervous system, the neuronal function of *Hnf4* has been reported during neural stem cell differentiation and in the aging brain for β-oxidation of fatty acids (*82*, *83*). Impaired lipid homeostasis has been shown to be associated with disrupted neuronal integrity in human neurodegenerative diseases (*84*). It will be interesting to find out whether lipid homeostasis regulated by *Hnf4* is an integral part of the *fru-*regulated neural network in pheromone detection.

Many insect CHCs and pheromones undergo rapid evolution and show sexual dimorphism. Genetic manipulations of sex-determination genes such as *sxl*, *dsx*, or *tra* in *D. melanogaster* have been shown to alter the CHC profile (*47*, *85*–*88*). Gain of function or LOF *dsx* or *tra* induces either masculinization or feminization of CHCs, with major changes at sex-specific pheromones (Fig. 7, D to G) (*47*, *85*). The sexually dimorphic CHC patterns regulated by *dsx* or *tra* appear to stem from their regulation of DesatF and EloF expression, respectively (*23*), which promotes female long-chain hydrocarbon biosynthesis (Fig. 7, D and E) (*24*, *25*). Our study revealed an unusual sex-dimorphic CHC profile resulting from *fru* or *Hnf4* depletion in oenocytes (Figs. 3, B to E, and 6, A to D), which differs substantially from *sxl-*, *dsx-* or *tra-*dependent sexual dimorphism of the CHC profile (Fig. 7, D to G) (*69*). In contrast, male flies with *fru* or *Hnf4* knockdown have substantially reduced pheromones, and their behavioral phenotype is consistent with a previous report that wild-type males exhibit a higher preference for males without CHCs (similar to the *oeno > fru^IR^* generated in this study) over wild-type females (*46*). The regulatory hierarchy between *dsx* and *fru* may be different between tissues. In the CNS, transcripts of both *fru* and *dsx* undergo sex-specific splicing regulated by upstream genes in the *Drosophila* sex-determination hierarchy (*89*, *90*). In male gonads, expression of Fru^COM^ is regulated by *dsx* and independent of *tra* (*38*). However, in oenoctyes, we found that neither protein nor transcript levels of *fru* were noticeably changed when *dsx* was knocked down. Note that the transcript level of *Hnf4* was slightly up-regulated in *oeno > dsx^IR^*, which may contribute to the synthesis of long-chain feminizing pheromones in males (Fig. 7, B and C). Although our studies did not reveal whether *Hnf4* is a transcription target of Fru or Dsx in the oenocyte, previous studies have shown the existence of direct binding sites for Fru/Dsx on the *Hnf4* locus (*91*, *92*).

The evolutionary variation of CHCs among different *Drosophila* species is necessary for the maintenance of reproductive isolation. A class of dienes that serve as sex pheromones exhibit particularly diverse patterns between species with sexually monomorphic or dimorphic CHCs. *Drosophila* species with sexually dimorphic CHCs, such as *D. melanogaster*, *Drosophila sechellia*, and *Drosophila erecta*, produce long-chain dienes in females specifically (*8*, *55*, *87*). Species with sexually monomorphic CHCs can be divided into two categories: the one that produces long-chain dienes in both sexes, such as *Drosophila serrata*, *Drosophila pseudoobscura*, and *Drosophila persimilis* (*93*–*95*), and the other that does not produce dienes, such as *Drosophila simulans*, *Drosophila mauritiana*, *Drosophila yakuba*, *Drosophila teissieri*, *Drosophila orena*, and *Drosophila santomea* (*23*, *96*–*98*). The acquisition of a binding site for Dsx at the *DesatF* regulatory region is suggested to be responsible for the evolutionary transition from monomorphism to dimorphism (*23*). In *D. melanogaster*, the induction of masculinized females by *dsx*-loss is caused by down-regulation of DesatF expression in oenocytes, which leads to decreased synthesis of dienes and increased monoenes (such as 7-T and 7-P; Fig. 7, F and G) (*24*, *25*). Consistently, the knockdown of *desatF* in oenocytes also results in a decrease in dienes and an increase in monoenes (*99*), as insect CHCs are synthesized from a common pathway that uses acetyl-CoA as the substrate for chain elongation, the changes in dienes would have an indirect effect on monoenes (*100*). Although the *dsx* locus is highly conserved, *desatF* and its expression evolve rapidly. In species with monomorphic CHCs that do not express DesatF, such as *D. simulans*, genetic ablation of *dsx* will probably not affect 7-T significantly since this species does not synthesize diene CHCs.

Fru and HNF4, revealed from our studies, may play a broad role in connecting multiple steps of VLCFC metabolism and CHC biosynthesis, including fatty acid elongation, desaturation, decarbonylation, etc. (Fig. 4, E to G). A crucial downstream gene of Fru in oenocytes is probably *Cyp4g1*, which encodes a functionally conserved P450 enzyme involved in the terminal oxidation decarbonylation of CHCs (*64*). Oenocyte-specific knockdown of *Cyp4g1* causes an almost complete loss of all CHCs (*56*), a phenotype similar to the knockdown of *fru*. 

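Cyp4g1 (FBgn0010019) lies on the minus strand of chromosome X from 467057 to 469335 and overlaps CG32816. It was among the most abundant transcripts, with 2867157 to 3617181 counts in the control libraries and 690769 to 954721 in those labelled oeno>fru IR. Its TMM-rescaled TPM value was 54030 ± 243 (SD, n = 2) in control and 8959 ± 12.1 in the libraries labelled oeno>fru IR. It was 68000 ± 1430 in the libraries labelled oeno>fru IR-2, a log2 fold change of 0.33 (SE 0.03, adjusted p = 5.2e-05 from edgeR), and 79730 ± 885 in those labelled oeno>fru IR-3, a change of 0.54 (SE 0.038, adjusted p = 5.4e-06 from edgeR). Set directly against oeno>fru IR, Cyp4g1 was higher by 2.90 on the log2 scale in oeno>fru IR-2 (adjusted p = 7.9e-09 from edgeR) and by 3.13 in oeno>fru IR-3 (adjusted p = 9.1e-10 from edgeR). Its value in the libraries labelled oeno>fru OE was 40360 ± 190, a log2 fold change of -0.55 (SE 0.012, adjusted p = 1.7e-12 from edgeR). The fru transcript was above control in the libraries labelled oeno>fru IR and oeno>fru IR-2 and below it in those labelled oeno>fru IR-3.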

Depletion of *fru* in oenocytes markedly reduced the transcript level of *Cyp4g1* (Fig. 4, E to G).

*fru* and *dsx* may contribute to the evolution of CHCs and interspecies reproductive isolation through different mechanisms. The highly conserved Dsx isoforms mainly generate a small number of sexually dimorphic CHCs. Different from *dsx*, *fru* knockdown affects a wide range of alkanes, monoenes, and dienes (Figs. 3, B to E, and 6, A to D). Thus, the evolution of *fru* in insects may generate diverse amounts of CHCs across species, contributing to reproductive isolation to some extent. Note that only Fru^COM^, but not Fru^M^, is expressed in some insect species, such as Hawaiian flies (*101*), suggesting that the P1 promoter–derived Fru^M^ may be evolved later in males to couple pheromone perception with pheromone production, a process that may further enhance mating efficiency.

## MATERIALS AND METHODS

### Fly strains and genetics

Flies were maintained at 25°C, 60% relative humidity, and a 12-hour light/dark cycle. Adults and larvae were reared on a standard cornmeal and yeast-based diet unless otherwise noted. The Gal4/UAS–driven RNAi crosses were cultured at 25°C until eclosion, and then incubated at 29°C for 7 days, and the same culture conditions were also used for the control group.

*promE-Gal4* and *promE-GS-Gal4* (*oeno-specific GAL4*) were obtained from H. Bai (*102*). To evaluate the influence of *fru* knockdown on the efficiency of the *promE-GS-Gal4* line, we examined the fluorescent intensity of GFP in the oenocyte of *promE-GS > UAS-mCD8-GFP* and found that *fru* knockdown reduced GFP fluorescent intensity by ~58% (fig. S3A).

*UAS-fru^MA^* and *UAS-fru^COMB^* were from M. Arbeitman. *elav-Gal4* (BDSC#458), *UAS-fru^RNAi^* (BDSC#31593), *UAS*-*GFP* (BDSC#5413), *OK72-Gal4* (BDSC#6486), *Hnf4::GFP.FLAG* (BDSC#38649), *UAS-Hnf4^RNAi^* (BDSC#29375), *UAS-Hnf4^RNAi^* (BDSC#64988), *UAS-dsx^RNAi^* (BDSC#55646), *Act5C-GAL4* (BDSC#4414), and *W1118* (BDSC#5905) were obtained from the Bloomington *Drosophila* Stock Center. *UAS-fru-gRNA* (VDRC#342548), *UAS-fru^RNAi^* (VDRC#330035), and *UAS-fru^RNAi^* (VDRC#105005) were obtained from the Vienna *Drosophila* Resource Center. *UAS-Hnf4::HA* (F000144) was obtained from FlyORF (Zurich ORFeome Project).

RU486 (mifepristone, Thermo Fisher Scientific) was dissolved in 95% ethanol, and then added to standard food at a final concentration of 100 μM for all the experiments. For activation of the GS Gal4 driver, flies were fed on RU486 food for seven consecutive days, unless otherwise noted.

To temporally induce *fru* MAGIC clones, the early third instar larvae of *w; UAS-fru-gRNA/Act5C-Gal4; HS-Cas9/+* were heat-shocked for 30 min at 37°C and examined on day 7 after eclosion. The *HS-Cas9* stock was provided by C. Han (*40*).

### Behavioral assays

For the single-pair courtship assay, a tester male and a target fly (both on day 7 after eclosion) were gently aspirated into a round two-layer chamber (diameter: 1 cm; height: 3 mm per layer) to allow the courtship test. The CI, the percentage of observed time a fly performed any courtship step, was used to measure courtship between the tester male and the target fly. Each test was performed for 1 hour.

For the male chaining assay, the tester males were loaded into large round chambers (diameter: 4 cm; height: 3 mm) by cold anesthesia. The chaining index, which is the percentage of observed time during which at least three flies engaged in courtship, was used to measure the courtship behavior in groups of 13 males.

For the two-choice courtship assay, a standard courtship assay was used to test male preference (i.e., female attractiveness) between *fru* knockdown (*oeno > fru^IR^*) and the control (*oeno-Gal4/+*) females. Assays were performed under both normal and dark conditions. For each measurement, two subject females for comparison were decapitated and placed on the opposite sides of a single well in a standard 12-well cell culture plate containing standard fly medium, and a 5- to 7-day-old *w1118* virgin male was subsequently aspirated into the cell. The video recording lasted for 1 hour to record the courtship behaviors (including orientation, wing vibration, and attempted copulation) of the male fly directed toward each female. The assays were conducted at 25°C at night. To control for individual variability, male preference was shown as the percentage of time the *w1118* male was courting the *fru* knockdown female divided by the total courtship time.

For the social space assay, the tester males were loaded into large round chambers (diameter: 4 cm; height: 3 mm) by cold anesthesia. Flies were allowed to acclimate for 10 min, and then, digital videos were collected after the flies reached a stable position (up to 20 min). Digital images were imported in YOLOv5 and an automated measure of the nearest neighbor to each fly was determined using our own MAFDA system.

For the foraging assay, the tester males were analyzed using horizontal circular chambers: for group-housing testing (diameter: 4 cm; height: 3 mm); for single-housing testing (diameter: 1 cm; height 3 mm). Flies were allowed to acclimate for 1 hour; digital video images were then collected after the flies reached a stable position (up to 20 min). Digital images were imported in YOLOv5, and the location of food was given manually, using our own MAFDA system to determine the number of foraging for each fly through its distribution and dwell time.

### Development of MAFDA system

The present study used YOLOv5 (https://ultralytics.com/yolov5), a state-of-the-art object detection algorithm, as the platform for training a dataset consisting of 800 well-annotated pictures. The dataset was subjected to augmentation techniques, including flipping, merging, rotating, brightening, and random-salt masking, which resulted in the generation of approximately 140,000 labeled flies, 130,000 labeled heads, and the collection of around 40,000 chasing events, 8700 wing-expansion events, and 1600 mountings. The training process was conducted on the LONI server using the default hyperparameters and the YOLOv5x.pt. file as the initial weight. The model was trained with a batch size of 80, using 500 epochs, and an image size of 640 × 640 pixels, running on Tesla V100 hardware for over a day. The trained model achieved exceptional accuracy in detecting and categorizing the various events of interest, as evidenced by the results obtained in this study. To identify chaining events, we used a criterion based on two or more independent chase events targeting the same object.

A tracking algorithm was developed for monitoring the movement of flies between adjacent frames, which is based on “distance-sort.” Each fly is identified and assigned a specific ID by the system in the first frame. In subsequent frames, the position of each fly is paired with its nearest neighbor in the previous frame, and the fly inherits its ID. If a target fly becomes lost, its ID remains associated with the position of the previous frame until the target reappears. In cases where an ID switch occurs, the switch is identified and corrected manually. To facilitate the correction of ID switches, we developed a graphical user interface (GUI) software based on Python 3.8 and Kivy 2.00. The software allows users to easily and accurately correct ID-switch errors, ensuring that the tracking algorithm remains robust and reliable.

We compared the tracking performance of the MAFDA platform with idtracker.ai (*45*). The installation of idtracker.ai was carried out in accordance with the instructions provided on the GitHub platform. The GUI was used to initiate tracking on four separate videos, each containing 13 flies, while the same four videos were also tracked using the MAFDA platform. Both idtracker and MAFDA platforms were run on the same computer equipped with a single NVIDIA GeForce RTX 2080 GPU. idtracker.ai required approximately 6 hours per video to complete tracking, in contrast to the MAFDA platform, which required only 20 min per video. Furthermore, idtracker.ai was observed to have more frequent ID switching during the tracking of fast-moving and overlapping objects.

To generate a real-time event map of fly behaviors in real-time using the MAFDA system, each fly in each frame of the video (captured at a rate of 30 frames per second) is marked as a dot, and the frames are subsequently overlaid. To distinguish between different behavioral events, we use a color-coding scheme where each event is represented by a unique colored dot. To avoid over-representation, we generated event maps using 1.5-min video segments, which effectively exhibit the trajectories and behavioral classifications of flies in a given group.

The behavior indexes (including the chasing index, singing index, and chaining index) were calculated with the detected behavior events divided by the maximum possible value for that particular event to occur. The formula for calculating the behavior index is as follows: Index = B(d)/B(max) × 100%, where B(d) is the number of detected behavior events and B(max) is the maximum possible value for that event to occur. Chasing and singing B(max) equate to the total number of fly number (N) in the group, and chaining B(max) equates to N−1. For example, 10 flies in a group could have max chasing events of 10 when they form a ring and the index is 100%. If only five chasing pairs are detected in a 10-fly group, the index is 50%.

All the pipeline codes and relevant algorithms for building the MAFDA platform were uploaded to the Zenodo platform at https://zenodo.org/record/7752914#.ZBkxBuzMLdo. Raw experiment data were uploaded to https://zenodo.org/record/7752914#.ZBkxBuzMLdo.

### Cuticular hydrocarbon analysis

Virgin male and female flies were collected at emergence and cultured at 29°C for 7 days. Each sample (including 10 flies) was frozen at −20°C for 15 min, and then introduced to a 2-ml vial containing 100 μl of hexane (Thermo Fisher Scientific, H303) with *n*-C19 alkanes (10 ng/μl; MilliporeSigma, N28906) as an internal standard. After extraction for 5 min, a 1-μl solution was injected into a GC (Trace 1310, Thermo Fisher Scientific) in splitless mode equipped with a TG-5MS capillary column (30 m by 0.25 mm by 0.25 μm; Thermo Fisher Scientific), using helium as carrier gas (1.0 ml/min). The column temperature was programmed to increase from 90° to 150°C at 20°C/min and then to 300°C at 3°C/min. The GC was coupled with a MS (ISQ 7000, Thermo Fisher Scientific). The injection temperature was 280°C, the MS source temperature was 310°C, and the transfer line was 300°C. The MS was set to scan a mass range from 40 to 550. A standard mixture of *n*-alkanes (C7 to C40, MilliporeSigma) was injected following the same temperature program. The identity of 7(*Z*)-tricosene, 11-*cis* vaccenyl acetate, and 7(*Z*),11(*Z*)-heptacosadiene was confirmed by comparison of retention times and mass spectra with synthetic standards (Cayman Chemical, catalog nos. 9000313, 10010101, and 10012567, respectively). Other compounds were tentatively identified on the basis of electron ionization mass spectra and Kovats indices, as well as previously published data in *Drosophila* (*103*, *104*). The quantities of CHCs were calculated on the basis of peak areas in comparison with the internal standard. For each analysis, five biological replicates and two technical replicates were conducted.

### RNA-seq and data analysis

Adult oenocytes were carefully dissected in 1× phosphate-buffered saline (PBS) before RNA extraction. Total RNAs were extracted from 7-day-old adult oenocytes using the Zymo RNA preparation kit. Two replicates were collected for each genotype. NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra II RNA Library Prep Kit for Illumina were used for library preparation. The libraries were sequenced using an Illumina HiSeq 2500 system, obtaining 40 million reads for each sample.

Following the sequencing of samples, we used the fastp 0.22.0 tool with its default parameters to automatically trim the reads (*105*). This resulted in the retention of a vast majority of the bases and reads, with minimal differences among all libraries. Subsequently, we used bowtie2—an intron-aware short-read aligner—to map all reads to the dme6 reference genome (*106*). To quantify gene expression levels, we used RNA-Seq by Expectation-Maximization (RSEM) 1.2.31 and performed pairwise group comparisons using edger 3.36.0 on the output generated by RSEM (*107*). Significantly differentially expressed genes (DEGs) were selected on the basis of the threshold of *P* ≤ 0.001 and ≥4-fold change. The alignment of reads and the generation of the DEG matrix were carried out using the scripts provided by trinityrnaseq (*108*).

After generating the expression matrix, we performed sample clustering using PCA from the R package (*109*) and used the “pheatmap” function to generate heatmaps. We then used further downstream analyses, such as KEGG and GSEA (*63*), using clusterProfiler 4.2 (*110*). The KEGG pathway maps were visualized using pathview (*111*).

The RNA-seq data reported here have been deposited in National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE227895.

### cDNA synthesis and RT-qPCR

Adult oenocytes were dissected in 1× PBS and stored at −80°C until all time points were collected. The tissue was homogenized with TRIzol (Thermo Fisher Scientific) using standard protocols on ice. Following phase separation, the aqueous phase was transferred into a new tube, mixed with an equal volume of 70% ethanol, and loaded directly onto the mini kit columns (Zymo RNA preparation kit). The remaining steps of the RNA isolation were performed in accordance with the manufacturer’s protocol, including on-column deoxyribonuclease digestion (Qiagen) for 15 min at room temperature.

Reverse transcription was performed on 0.25 to 1 μg of total RNA using the SuperScript Reverse Transcriptase II from Thermo Fisher Scientific (catalog no. 18064022) and oligo(dT) primers. cDNA was used as a template for qPCR.

RT-qPCR was performed with a QuantStudio 3 Real-Time PCR System and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific). Three independent biological replicates were performed with three technical replicates each. The mRNA abundance of each candidate gene was normalized to the expression of *Rp49* by the comparative cycle threshold methods. Primer sequences are listed in table S5.

### Generation of anti-Fru^COM^ antibody (anti-Fru^ALL^)

The rabbit polyclonal antibody against Fru^COM^ was generated by ABclonal (Wuhan, China). Briefly, the fragment of the *fru* gene encoding 89 amino acids from the common part of the polypeptide, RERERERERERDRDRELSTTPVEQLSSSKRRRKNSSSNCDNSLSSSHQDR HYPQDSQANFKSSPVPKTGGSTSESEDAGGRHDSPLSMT, was cloned into the expression vector pET-28a (Sigma-Aldrich, #69864). A small ubiquitin-like modifier (SUMO) tagged Fru^COM^ fusion antigen was synthesized from bacteria, purified, and used to immunize the rabbit. The anti-Fru^COM^ antibody was affinity-purified. This polyclonal antibody recognizes an epitope in exon C3 of *fru*, which is present in both Fru^COM^ and Fru^M^ isoforms.

### Immunostaining and confocal imaging

Tissue samples were dissected in PBS, and then fixed in 4% formaldehyde in PBS for 20 min. After washing with PBS with 0.2% Triton X-100 (PBST), the samples were incubated in PBT with primary antibodies at 4°C overnight with shaking, and then washed in PBT three times for 15 min each. The following antibodies were used in immunostaining: anti-GFP (1:200; Cell Signaling Technology, #2956S), anti-hemagglutinin (HA) (1:500; Cell Signaling Technology, #3724S), anti-HNF4 guinea pig polyclonal antibody (1:100; a gift from G. Storelli) (*65*), anti-Fru^COM^ rabbit polyclonal antibody (1:500), and rabbit anti-Fru^M^ polyclonal antibody (1:250) (*59*). The secondary antibodies conjugated with Alexa Fluor 546 or 633 (Invitrogen) were diluted 1:200 and incubated at room temperature for 2 hours. Nuclei were labeled with 4′,6-diamidino-2-phenylindole (DAPI) (1:1000; Invitrogen, #D1306). After washing, samples were mounted and imaged with Zeiss LSM 800 or Zeiss LSM 980 Confocal Microscopes. Image analysis was performed in ImageJ.

### TAG assays

For TAG assays, 8 whole adult or 20 adipose tissues were homogenized in 100 μl of PBS, 0.5% Tween 20, and immediately incubated at 70°C for 5 min. Heat-treated homogenate (20 μl) was incubated with either 20 μl of PBS or Triglyceride Reagent (Sigma-Aldrich, T2449-10ML) for 30 min at 37°C, after which the samples were centrifuged at maximum speed for 3 min. Then, 30 μl was transferred to a 96-well plate and incubated with 100 μl of Free Glycerol Reagent (Sigma-Aldrich, F6428-40ML) for 5 min at 37°C. Samples were assayed using a BioTek Synergy HT microplate spectrophotometer at 540 nm. TAG amounts were determined by subtracting the amount of free glycerol in the PBS-treated sample from the total glycerol present in the sample treated with Triglyceride Reagent. TAG levels were normalized to protein amounts in each homogenate using a Bradford assay (Bio-Rad), and data were analyzed using a Student’s *t* test. Independent experiments were performed two to three times.

### Thin layer chromatography

The adipose tissue of 20 adult flies was homogenized in a 2:1:0.8 ratio of methanol:chloroform:water using 1.4-mm ceramic beads by vigorous vortexing for 10 min at 4°C. The samples were incubated in a water bath at 37°C for 1 hour. Next, chloroform and 1 M KCl were added to the sample in a 1:1 ratio, centrifuged at 3000 rpm for 2 min, and the bottom layer containing lipids was aspirated using a syringe. Lipids were dried using argon gas and resuspended in chloroform (100 μl of chloroform/7 mg of fly weight). Extracted lipids alongside serially diluted standard neutral lipids of known concentrations were separated on TLC plates using hexane:diethyl ether:acetic acid solvent (80:20:1). TLC plate was air-dried for 10 min, spray-stained with 3% copper(II) acetate in 8% phosphoric acid, and incubated at 180°C in the oven for 10 min to allow bands to develop for scanning and imaging.

### Starvation

Water was added to polystyrene vials (Genesee Scientific, catalog no. 32-110) until they were half full. A dense weave cellulose acetate stopper (Genesee Scientific, catalog no. 49-101) was then inserted into the bottom of the vial, allowing the artificial substrate to become saturated with water. Any excess water was discarded and newly emerged flies were transferred to these vials at a density of 5 to 10 males per vial. To reduce water evaporation, a second dense weave cellulose acetate stopper was used to seal the vials. Starvation experiments were conducted at 29°C. In this case, animals were transferred daily to fresh starvation vials and collected at 6 to 7 days after emergence for lipid stains.

### Lipid stains

Oenocytes dissected from adult flies were fixed in 4% paraformaldehyde for 30 min at room temperature, rinsed in PBS, and incubated in Bodipy 493/503 (1:1000; Thermo Fisher Scientific, catalog no. D3922) or Nile red (1:2000; TCI America, 7385-67-3) for 1 hour at room temperature, in the dark, to stain the neutral LDs. Next, the oenocytes tissues were rinsed in PBS and mounted in antifade reagent with DAPI (1:1000; Invitrogen, #D1306).

### Quantification and statistical analysis

Data analyses were conducted in GraphPad Prism and the R package. Unpaired *t* test was used for two-sample comparisons; one-way analysis of variance (ANOVA) followed by Dunnett's multiple comparison test and one-way ANOVA with Tukey’s multiple comparison test were used for multiple-sample comparisons. Specific statistical approaches for each figure are indicated in the figure legend. Nonnormally distributed data, the foraging index, for instance, were analyzed using the Wilcoxon rank sum test to determine the significant difference between groups. The statistical test used for each figure is clarified in the figure legend. The raw mean, SEM, and *P* value are presented in supplementary tables.

# Supplementary material for: Integrating lipid metabolism, pheromone production and perception by Fruitless and Hepatocyte Nuclear Factor 4
**Source:** Sci Adv. 2023 Jun 30;9(26):eadf6254. doi: 10.1126/sciadv.adf6254
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for tables S1 to S7 Legends for movies S1 to S5

Supplementary Materials for  
**Integrating lipid metabolism, pheromone production and perception by  
Fruitless and Hepatocyte Nuclear Factor 4**

Jie Sun *et al.*

*Sci. Adv.* **9**, eadf6254 (2023)  
DOI: 10.1126/sciadv.adf6254

**The PDF file includes:**

Figs. S1 to S9  
Legends for tables S1 to S7  
Legends for movies S1 to S5

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S7  
Movies S1 to S5

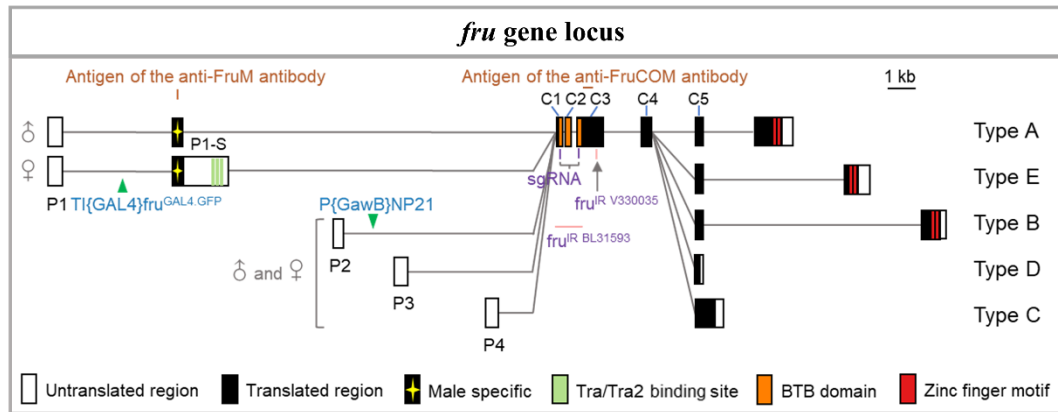

**Fig. S1. The *fru* gene locus.** Schematic representation of the *fru* gene locus. Locations of four promoters (P1–P4), the exon-intron organization, and the P-element insertion sites of *fru*<sup>P1</sup> and *fru*<sup>NP21</sup> (green triangles) are shown. Filled and open boxes indicate coding and non-coding exons, respectively. A–E denote isoform-specific exons for types A–E. The start and termination codons are also shown. The regions containing epitopes for the anti-Fru antibodies are indicated. *fru* gRNA and *fru* dsRNA sites are displayed.

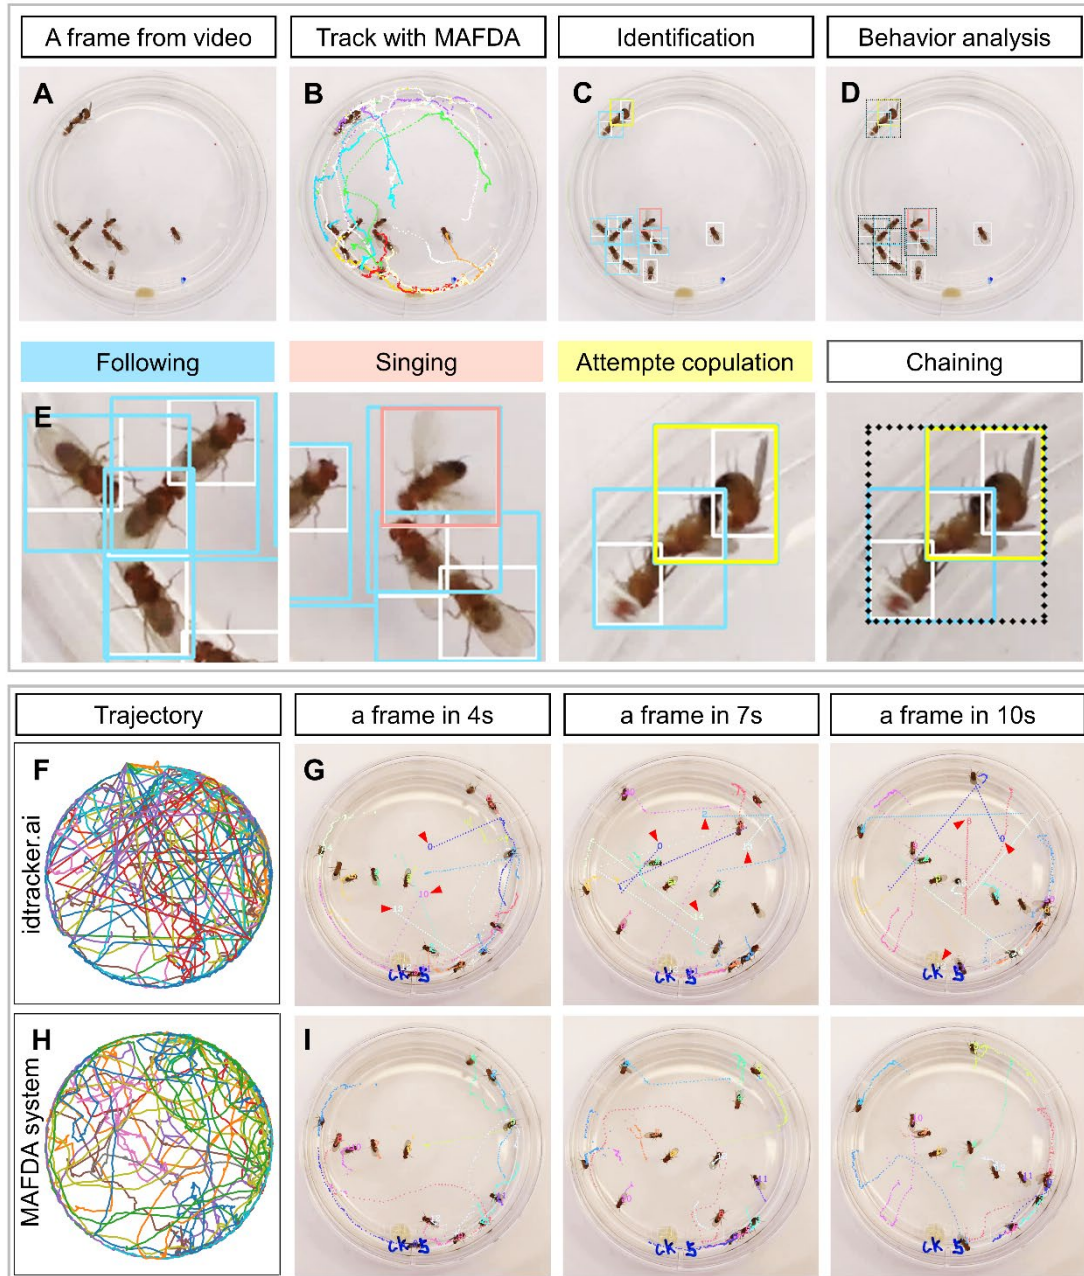

**Fig. S2. The machine-learning-based automatic fly-behavioral detection and annotation (MAFDA) system.** (A) A snapshot of the original video. (B) The tracked trajectory of individual flies indicated by different colored lines. (C-D) Identification of different behavior types for auto-annotation. (E) Different colors represent different behavior types. White boxes mark flies in resting/walking. Blue boxes mark flies that are following. Salmon box shows singing flies. Yellow box shows flies in copulation. Black dashed boxes mark chaining flies. (F) Fly trajectories identified by idtracker.ai. (G) Representative real-time trajectory video screenshots via idtracker.ai. The red arrow represents object loss. (H) Behavioral trajectories tracked using MAFDA. (I) Representative real-time trajectory video screenshots identified by MAFDA.

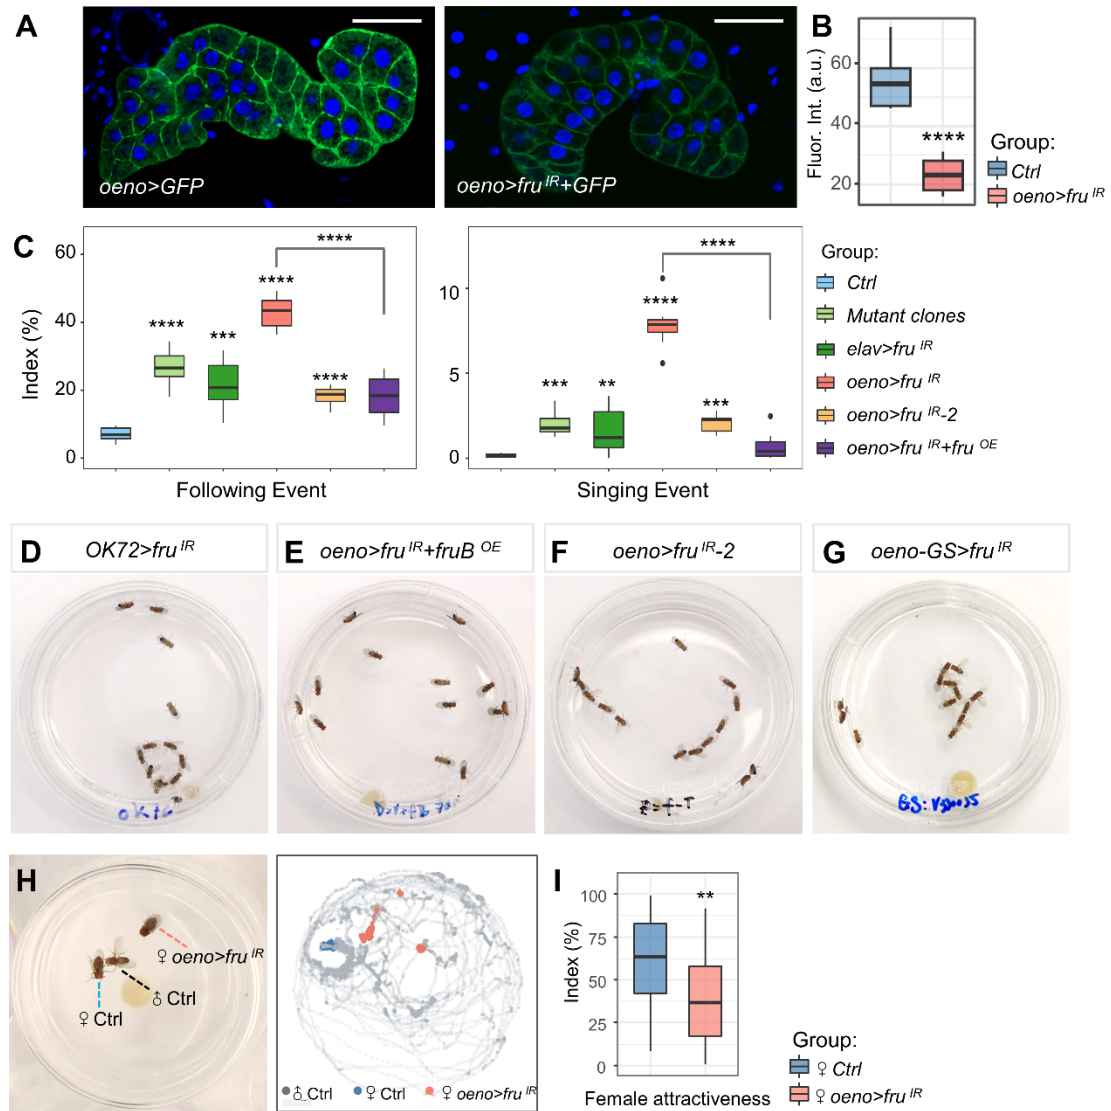

**Fig. S3. Fly behavioral phenotyping of *fru* knockdowns in oenocytes.** (A) Comparison of GFP signals in oenocytes using the *promE-Gal4 >UAS-GFP* with (right panel) or without (left panel) *fru*-knockdown (*fru<sup>IR</sup>*). Scale bar, 10  $\mu$ m. (B) Fluorescence intensity analysis of the control (*oeno>GFP*) and *fru*-knockdown (*oeno>fru<sup>IR</sup>+GFP*) oenocytes. (C) Quantitative statistical results of following and singing index for Fig.1A. There were 13 flies per video with 8 independent biological replicates. (D-G) Representative video screenshots of each fly group with indicated genotype. (D) Using another oenocyte-Gal4 driver (*OK72-Gal4*) to knockdown of *fru* in males also resulted in male-male courtship. (E) *Fru<sup>COMB</sup>* overexpression alleviates the defective behavior caused by *fru* knockdown in oenocyte. (F) Male flies with knockdown of *fru* using an alternative *RNAi* (BDSC#31593) in oenocytes also exhibits the male-male chaining behavior. (G) Using an oenocyte-specific GeneSwitch driver (*promE-GS-Gal4*), knockdown of *fru* in adult oenocytes induced male-male chaining behavior. (H) Oenocyte-specific *fru*-depletion in female flies reduced their sexual attractiveness to males. An event map generated from a 1-hour video of the two-choice courtship assay. Grey dots

indicate the *control* (*oen*<sup>+/+</sup>) male, blue dots indicate the headless *control* (*oen*<sup>+/+</sup>) female. Salmon dots indicate the headless *oen*<sup>+/+</sup>*fru*<sup>IR</sup> female. (I) Boxplots show that *oen*<sup>+/+</sup>*fru*<sup>IR</sup> females have lower courtship index (CI) than its heterozygote parental control lines (n=36), as revealed in the two-choice courtship assay. All data are represented as mean  $\pm$  SEM. P values are calculated using one-way ANOVA followed by Holm-Sidak multiple comparisons. n.s., not significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

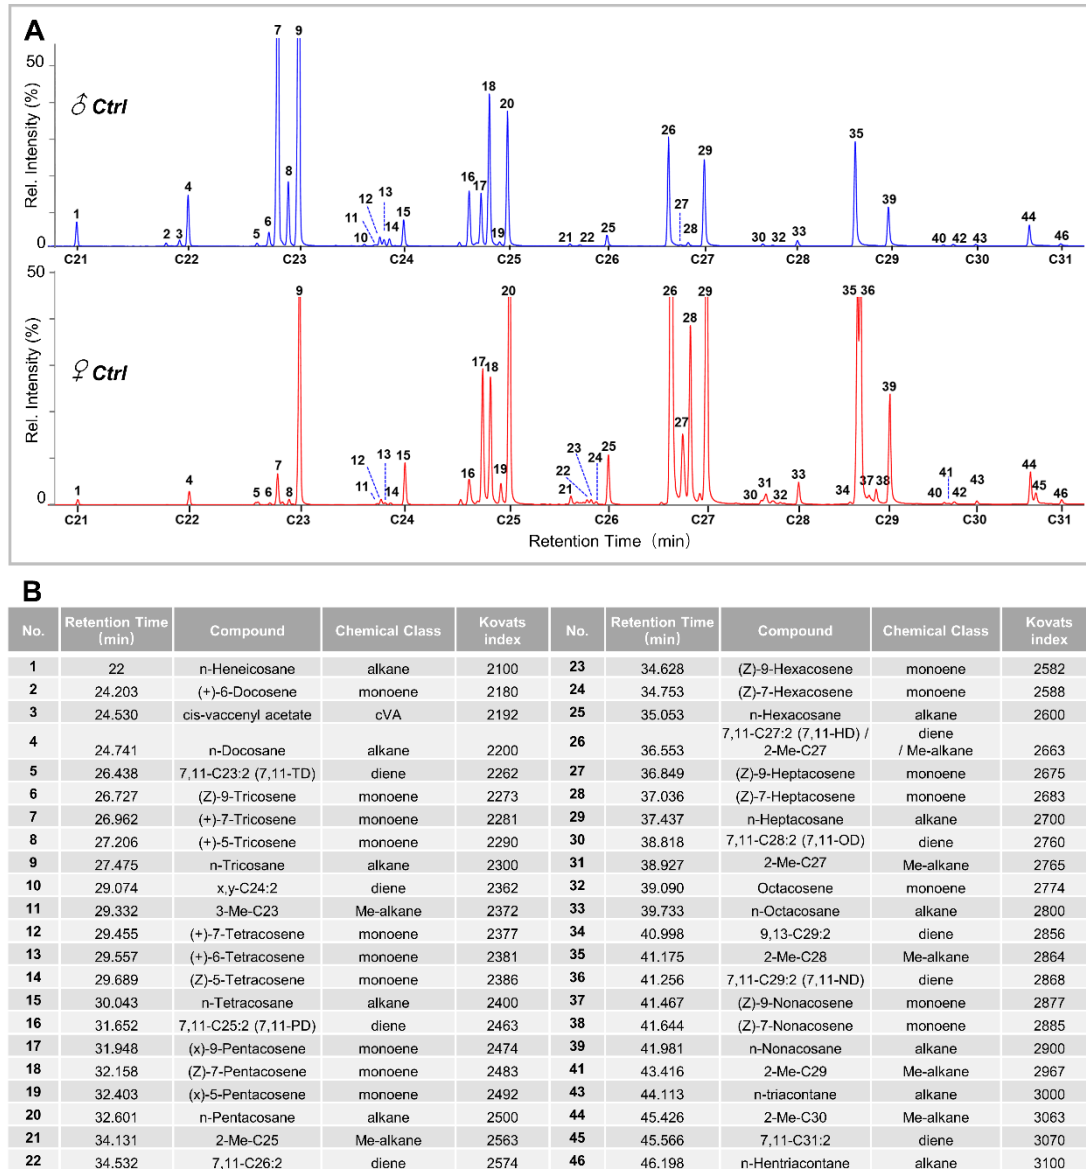

**Fig. S4. GC-MS analysis of cuticular hydrocarbon extracts from control males and females.** (A) Sexually dimorphic CHC profiles in *Drosophila melanogaster*. The graphs show representative chromatograms of CHCs of 7-day-old virgin male and female flies, with the male at the top (blue) and female at the bottom (red). Compounds corresponding to each numbered peak are listed in B. Compounds that are shared between sexes bear the same number. The identity of each hydrocarbon was confirmed by comparison with synthetic standards and Kovats index in publication (103, 104).

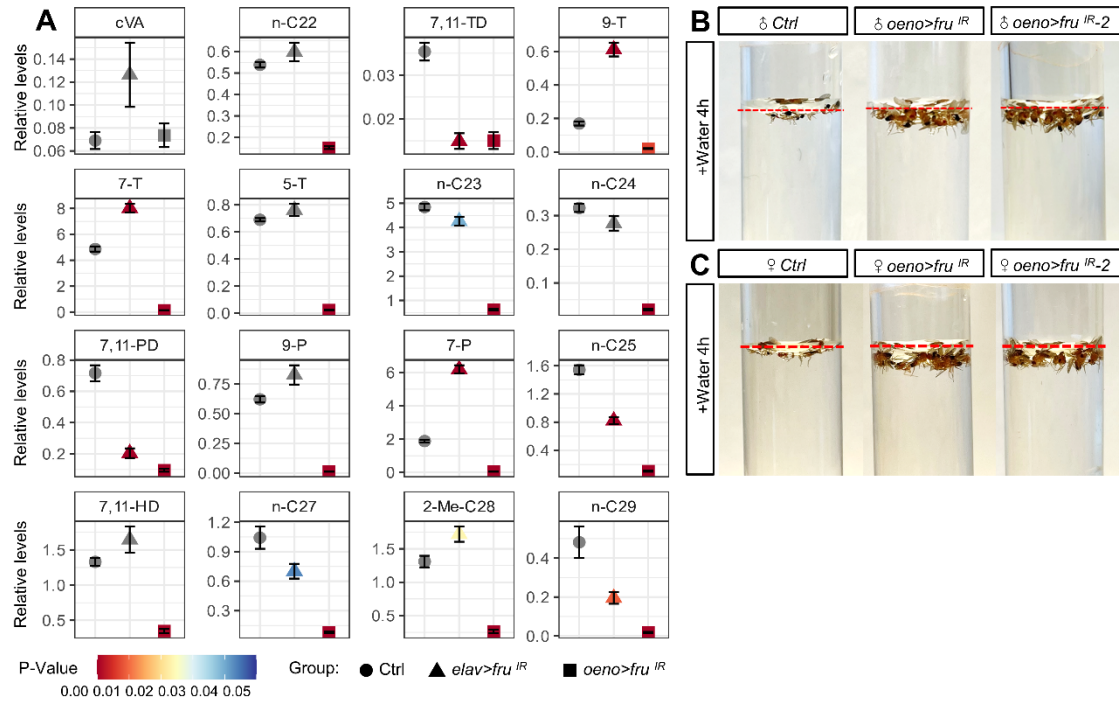

**Fig. S5. Oenocyte-specific knockdown of *fru* decreased representative cuticular hydrocarbons (CHCs) and waterproof capacity.** (A) Sixteen representative CHCs were selected for quantitative analysis and normalized by the internal standards. Five independent biological replicates were collected for each genotype. Circles indicate the *control* group, triangles indicate the *elav>fru<sup>IR</sup>* group and squares indicate the *oen>fru<sup>IR</sup>* group. Different p-values are shown by gradient colors. (B and C) The cuticular hydrophobicity of control, *oen>fru<sup>IR</sup>* and *oen>fru<sup>IR-2</sup>* flies were tested following death by dry starvation and incubation of the carcasses in water with agitation. After 4 hours, dead control carcasses continued to float above the liquid (represented by the red dotted line), while *oen>fru<sup>IR</sup>* and *oen>fru<sup>IR-2</sup>* equilibrated below the surface (n=13 males in each vial). Males are shown in B and females in C.

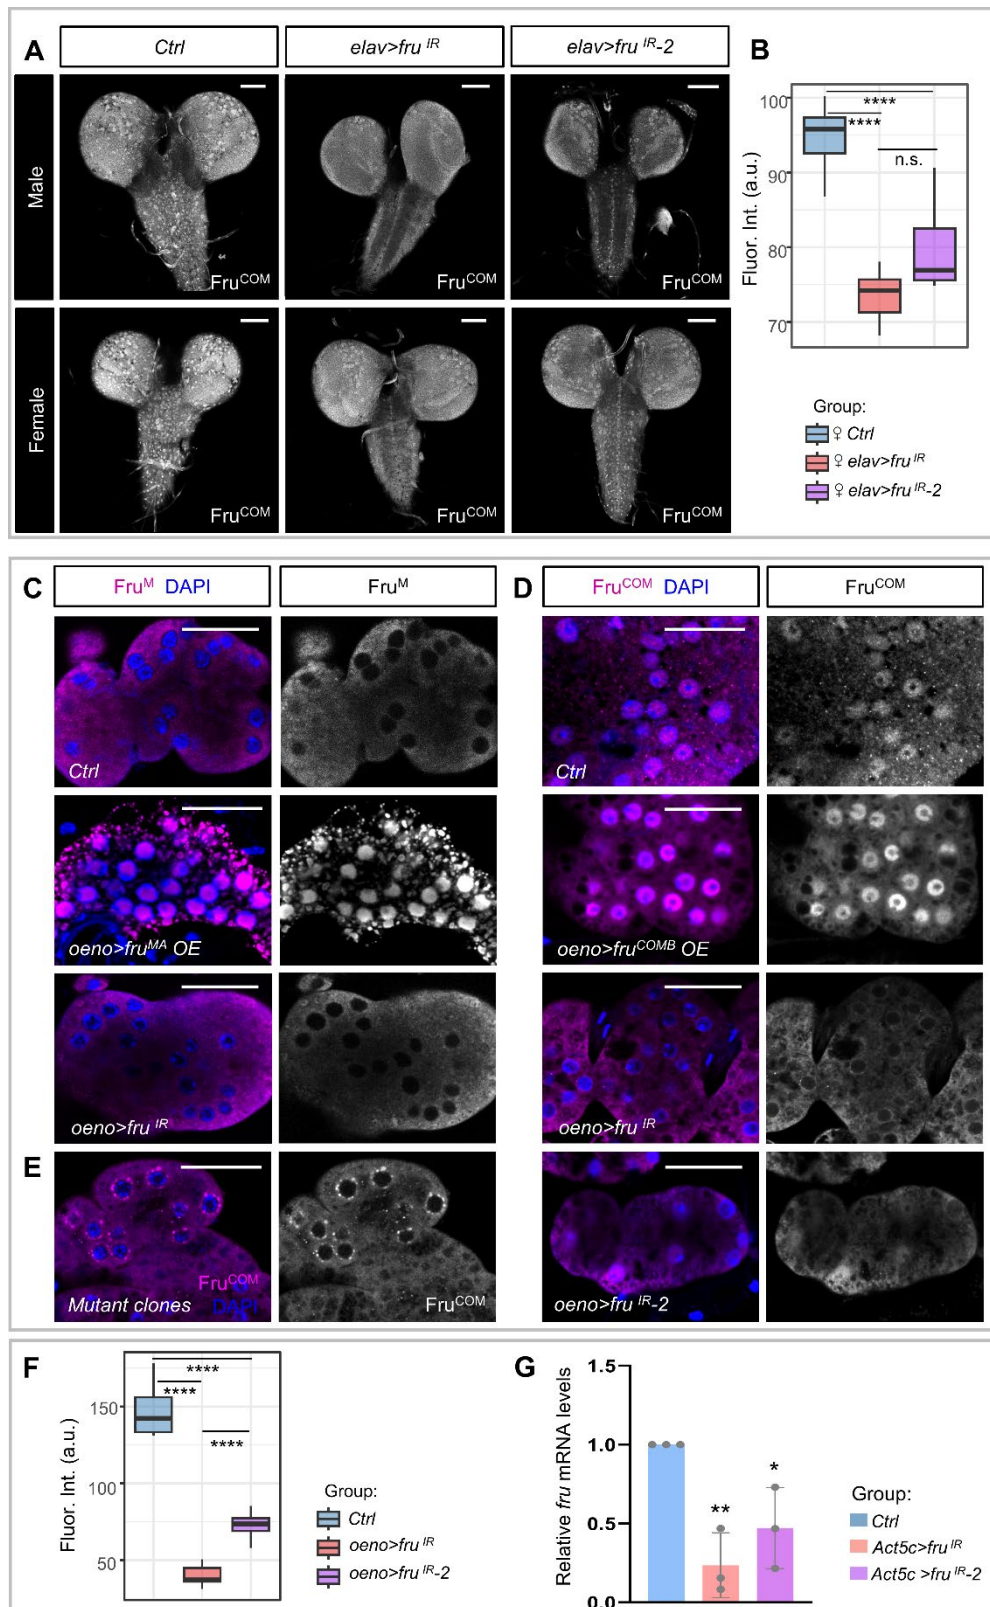

**Fig. S6. Fru expression in oenocytes and validation of the anti-Fru<sup>COM</sup> antibody.** (A) Validation of the anti-Fru<sup>COM</sup> antibody by staining the central nervous system of the 3<sup>rd</sup>-instar larvae of both sexes. Scale bar, 100  $\mu$ m. (B) Fluorescence intensity analysis to show reduced anti-Fru<sup>COM</sup> signals when *fru* was knocked down with *elav>Gal4*. Two independent RNAi

lines showed different knockdown efficiency. (C and D) Anti-Fru antibodies were used to stain oenocytes from the control wild-type, overexpression of Fru<sup>M</sup>/Fru<sup>COM</sup> or knockdown of Fru (all isoforms) in oenocytes. Scale bar, 10  $\mu$ m. (E) anti-Fru<sup>COM</sup> signal was lost in the oenocyte nuclei of *fru* MAGIC clones. Scale bar, 10  $\mu$ m. (F) Quantitative analysis of Fru<sup>COM</sup> fluorescence intensity in *oen>fru<sup>IR</sup>*. (G) Transcript levels of *fru* were analyzed by RT-qPCR in whole-body driven *fru RNAi* from different sources. Transcript levels were normalized to Rp49 mRNA and presented relative to control levels. Data are represented as mean  $\pm$  SEM. P values are calculated using one-way ANOVA followed by Holm-Sidak multiple comparisons. Asterisks indicate statistically significant differences between conditions. n.s., not significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001

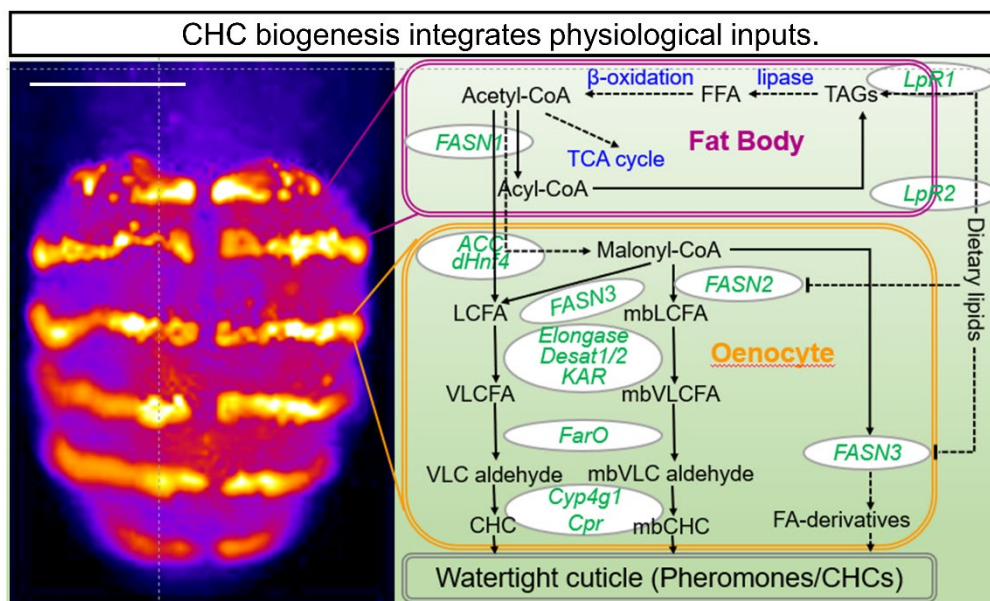

**Fig. S7. A schematic diagram of the cuticle hydrocarbon (CHC) biogenesis pathway.** The biosynthesis of CHC is associated with the fatty acid metabolism. Free fatty acids are converted into hydrocarbons by a series of enzymatic reactions. A key enzyme in CHC biosynthesis in *Drosophila* is fatty acid synthase (FASs), which catalyzes the production of fatty acids. The conversion of fatty acids into a variety of hydrocarbons involves enzymes such as acetyl-CoA carboxylase (ACC), multiple elongases and desaturases (Desat1/2). Acetyl-CoA carboxylase converts acetyl-CoA into malonyl-CoA, which is used as a precursor for the synthesis of various types of hydrocarbons. Desaturases introduce double bonds into hydrocarbon chains, resulting in the production of different types of unsaturated hydrocarbons. Subsequently, the terminal oxidative decarbonylation of CHC is carried out by a functionally conserved P450 enzyme (Cyp4g1). Scale bar, 500  $\mu$ m.

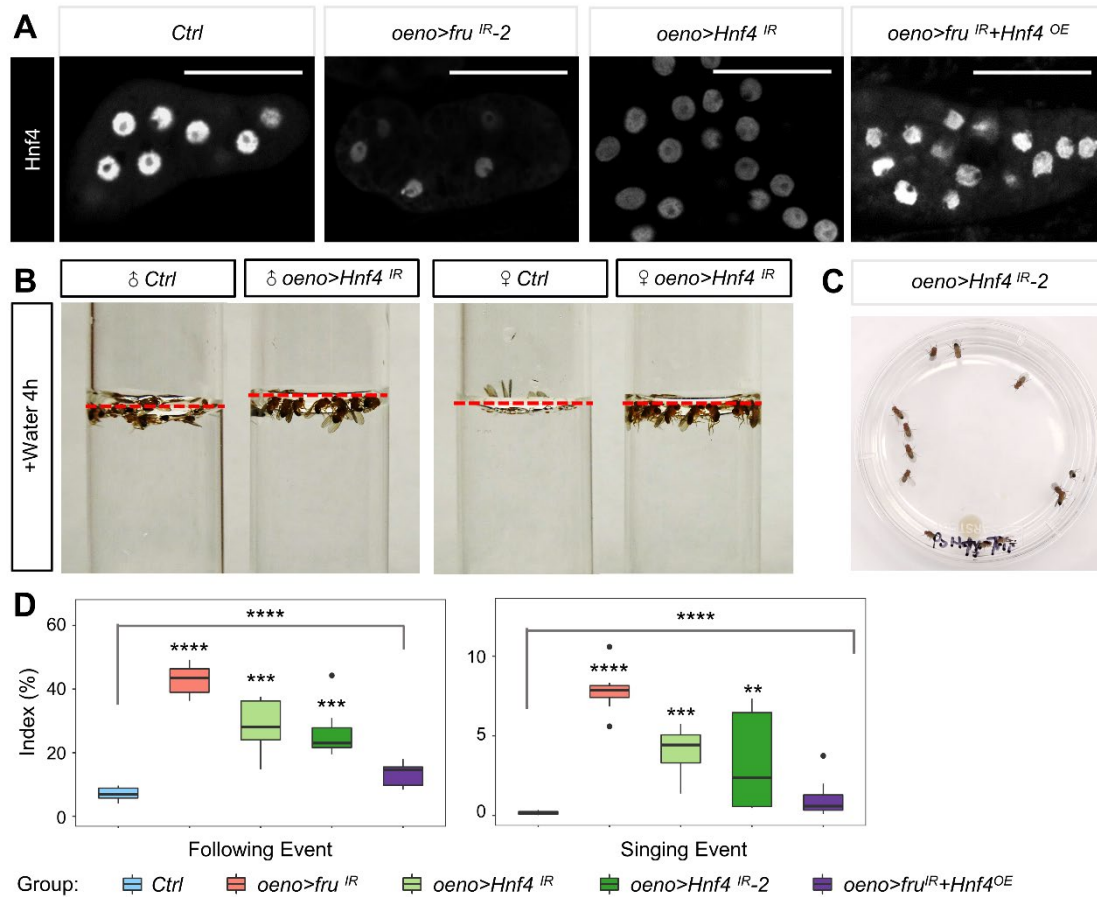

**Fig. S8. *Hnf4* knockdown in oenocytes resulted in behavioral and CHC synthesis defects.** (A) Using anti-HNF4 to detect the protein level of HNF4 in *oen>fru<sup>IR-2</sup>*, *oen>Hnf4<sup>IR</sup>* and *oen>fru<sup>IR</sup>+Hnf4<sup>OE</sup>*. Scale bar, 10  $\mu$ m. (B) The cuticular hydrophobicity of control and *oen>Hnf4<sup>IR</sup>* was tested following death by dry starvation and incubation of the carcasses in water with agitation. After 4 hours, dead control carcasses continued to float above the liquid (represented by the red dotted line), while *oen>Hnf4<sup>IR</sup>* equilibrated below the surface in both sexes (n=13 flies in each vial). (C) A representative video screenshot of group-housed *oen>Hnf4<sup>IR-2</sup>* flies. Knockdown of *Hnf4* in oenocytes with a different *Hnf4* RNAi (BDSC#64988) also showed the male-male chaining behavior. (D) Quantitative analysis of the following and singing behaviors displayed by flies with different genotypes from Fig. 6C. Thirteen flies were used per video with eight independent biological replicates. Data were represented as mean  $\pm$  SEM. P-values were calculated using one-way ANOVA followed by Holm-Sidak multiple comparisons. \*\*\*p<0.001.

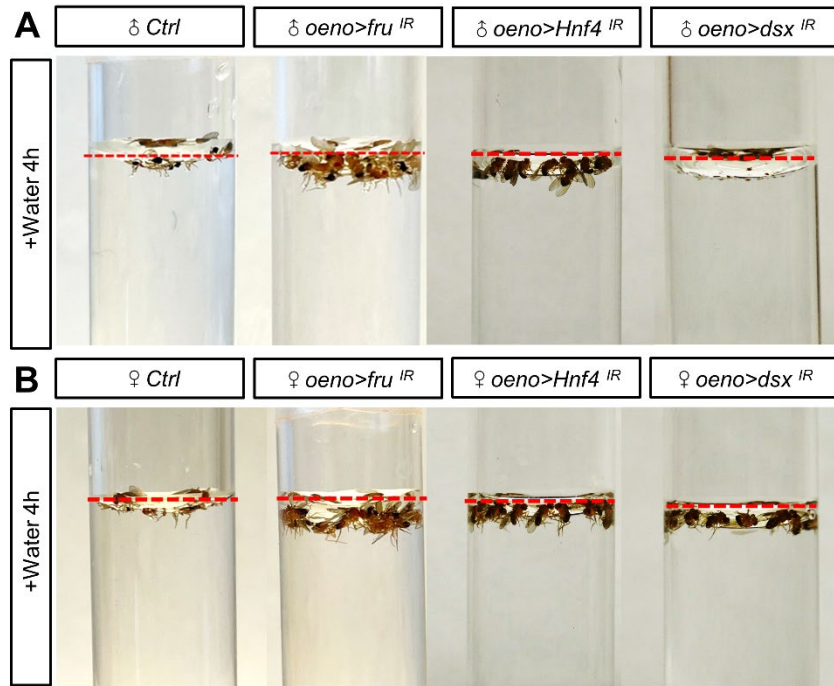

**Fig. S9. Depletion of *dsx* in oenocytes resulted in sexually dimorphic water resistance.** (A and B) The cuticular hydrophobicity of *oeno>dsx<sup>IR</sup>* was tested following death by dry starvation and incubation of the carcasses in water with agitation. After 4 hours, dead *oeno>dsx<sup>IR</sup>* male carcasses continued to float above the liquid (represented by the red dotted line), while *oeno>dsx<sup>IR</sup>* females equilibrated below the surface (n=13 males in each vial).

**Other supplementary material for this manuscript includes the following:**

Table. S1 Behavioral analysis statistics.

Table. S2 Fluorescence intensity index analysis.

Table. S3 CHC profiles and raw reads of GC-MS analysis.

Table. S4 Statistics of RNA-seq read mapping.

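Table S4 holds a value per gene for the control and oeno>fru IR libraries under the heading FPKM. The copy read here held 1999 of its 13986 genes and was used in no test. For all 1999 the values differed by at most 0.005 from the TPM values that the authors rescaled by TMM and deposited, so the table gives TMM-rescaled TPM for these genes, rounded. Such values divide each gene's counts by its effective length and are rescaled between libraries by a factor per library. They are not counts and carry no depth of their own.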

Table. S5 The list of PCR primers and RT-qPCR analysis.

Table. S6 TAG level statistics.

Table. S7 Key resources table.

Movie. S1 The video of *fru* MAGIC mutants.

Movie. S2 The video of male behavior in nervous system knockdown of *fru*.

Movie. S3 The video of male behavior in oenocytes knockdown of *fru*.

Movie. S4 The video of *Hnf4* knockdown in oenocytes.

Movie. S5. The video of *oen>fru<sup>IR+</sup>Hnf4<sup>OE</sup>* males.

How the deposited data were processed for this re-analysis (not part of the article)

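Oenocytes were dissected from 7-day-old males of 5 genotypes, with 2 replicate libraries of polyadenylated RNA per genotype, 10 in all: control, the fru-RNAi genotypes oeno>fru IR, oeno>fru IR-2 and oeno>fru IR-3, and oeno>fru OE. The authors trimmed the reads with fastp, mapped them with bowtie2 to the dme6 reference, estimated the count of each gene with RSEM and joined the libraries into tables with the scripts of Trinity. The deposited expected counts are the authors' RSEM estimates per gene, without normalization and not whole where genes share reads. The deposited TPM values are the authors' RSEM abundances of transcripts, scaled to the same total within each library, not normalized between libraries. A further deposited table holds the authors' TMM-rescaled values, and division by the TPM table gave a constant ratio within each library, so its values are TPM multiplied by a factor per library. All tables list 13986 gene identifiers, of which 13983 had a symbol and a position in the BDGP6.54 annotation. The annotation version that the authors counted on is not named in the paper's text.

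The expected counts were rounded to whole numbers. Each genotype was compared with control, and each fru-RNAi line with the others, using only the 4 libraries of the comparison. Genes were kept by filterByExpr at its defaults (a minimum count of 10 and a minimum total count of 15), normalized by TMM and tested with edgeR's glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment. Between 11464 and 11729 genes were tested against control. A DEG has an adjusted p of at most 0.001 and at least a 4-fold change, the thresholds of the paper, whose text does not name whether P is adjusted. A gene was called at an adjusted p under 0.05, which between 5721 and 7544 genes passed in each comparison with control. All adjusted p values of single genes come from edgeR unless limma or DESeq2 is named. With 2 libraries per group an exact permutation test of a gene cannot go below a two-sided p of 0.333, so the calls rest on dispersions shared across genes. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15 and matplotlib 3.10.9.

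The total of counts per library was between 23415354 and 46840820, and no library was left out. A fold change against libraries that all hold 3 counts or fewer is given as a lower bound computed at 3 counts. Gene-level counts, not reads, were analysed, and steps before the count tables were not repeated.

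KEGG membership was not used here. Families defined by gene symbol stood in for the pathways: cytochrome P450, glutathione S-transferase, UDP-glycosyltransferase, fatty acid elongase, proteasome subunit, oxidative phosphorylation and cytosolic ribosomal protein genes. They were tested with camera from limma at a preset correlation of 0.01, with adjustment over 7 families and 4 comparisons, and by one-sided Fisher's exact tests among lower DEGs. Lists of marker genes were written for oenocytes, fat body, muscle, hemocytes, neurons, accessory gland and ejaculatory duct, testis, gut and Malpighian tubules, and further lists for circadian clock genes, antimicrobial peptide genes, heat shock genes, female fat body genes, and the transgene and background genes tio, w, v and y. Their medians are in the closing section.

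Principal components used log2 CPM with a prior count of 2, and hierarchical clustering used complete linkage on the union of DEGs against control, scaled per gene. Fold changes of the lines were correlated across genes. As these comparisons share the control libraries, 20 sets of a control and 3 unchanged groups were simulated from the control means, with the highest dispersion of each gene over the lines and at least 0.00889. Replicates were compared by a chi-square over genes with at least 20 counts in the pair.

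The comparisons, thresholds, gene lists, the rule for naming genes, the alternatives not described as added, and 4 of the tests of technical explanations were chosen before the data were examined. Genes named are fru, the genes of Fig. 4E, other genes of interest in the paper, members of a list under discussion, and, among genes that were DEGs in the same direction in all 3 fru-RNAi lines with an average of at least 50 counts in the higher group, the 5 with the largest mean rise and the 5 with the largest mean fall. With the same count minimum, the 3 largest rises and the 3 largest falls of oeno>fru OE are named.

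The alternatives were DESeq2 with its size factors, edgeR's exact test, a dispersion from all 10 libraries, library size alone, no low-count filter beyond 1 count, at least 10 counts in every library compared, replicate number as a block, limma with a trend on log2 of the deposited TMM values plus 1 or plus 0.1, unadjusted p, and leaving out each replicate in turn. For families they were fry, fgsea and an estimated correlation, and for lower DEGs an adjusted p under 0.05 with a 2-fold change. For principal components they were centring without scaling, the deposited TMM values and the 1000 most variable genes, and for the clusters average linkage. Replicates were also compared at 100 counts in the pair.

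The pipeline was tested on simulated data with 200 changed genes among 11477 at a dispersion of 0.005. All 200 were called in the right direction (100%), and 0 unchanged genes became DEGs. The smallest share called over the alternatives was 97.5%. With 1 family shifted, 1 family was called. In 2 simulated libraries that differed by sampling alone, 11286 genes gave a chi-square per degree of freedom of 0.981.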

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

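All tests of explanations in this part were chosen only after the result was seen, except those of a lower share of oenocytes, of a few abundant genes shifting the scale, of the time of day in oeno>fru IR-2 and of tio.

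The fru-RNAi lines differed from one another at the genes of Fig. 4E. Of the 17 genes, 11 were lower than control in the libraries labelled oeno>fru IR, higher than control in those labelled oeno>fru IR-2 and called different in the direct comparison of these lines. For oeno>fru IR against oeno>fru IR-3 there were also 11, with CG9459 in place of Desat1. Relative to oeno>fru IR, Cyp4g1 was higher by 2.90 on the log2 scale in oeno>fru IR-2 and by 3.13 in oeno>fru IR-3, and Hnf4 by 0.97 and 0.84. Several explanations were excluded by the values. With library size alone, 11 genes were called higher in oeno>fru IR-2 than in oeno>fru IR and 12 in oeno>fru IR-3, against 14 and 13 with TMM. The scaling between libraries was therefore not the cause of the difference between the lines. Not all directions against control held, as SCAP, FASN2 and Desat1 in oeno>fru IR-2 and Hnf4 in oeno>fru IR-3 then lay below control. After a fit of the difference against exon length, all 11 genes with opposite directions in oeno>fru IR and oeno>fru IR-2 stayed above 0, from 0.25 to 2.90. A fall of a few very abundant genes that shifts the scale does not account for the lower values in oeno>fru IR, since 15 of the 16 genes other than Cyp4g1 stayed below 0 with library size alone. A lower share of oenocytes would raise the markers of all other tissues alike if those kept their proportions. The median of muscle markers exceeded that of testis markers by 1.15 in oeno>fru IR (exact permutation p = 0.00031, two-sided, over genes), which leaves more muscle alone open. More muscle in the tissue would need a share of 28% in control and 55% in oeno>fru IR to give the median fall. The 8 muscle markers together made up 0.13% of the TMM values in control and 0.254% in oeno>fru IR. How much of muscle RNA they hold is not known, so these shares cannot be compared. More muscle would also lower all oenocyte transcripts alike, but the log2 fold changes of the 6 oenocyte markers spanned 3.82 in oeno>fru IR, with a standard error of at most 0.019. That argues against tissue share as the only cause. A part in the fall is not ruled out, as all 8 muscle markers were higher, with a median of 1.05. In oeno>fru IR-3, the line with the lowest fru value, the median of the 17 genes was 0.26, with genes on both sides of 0. Whether the level of the fru transcript set the direction cannot be told apart from other differences between the lines, because reads of a transgene can be counted on fru and the order of the lines in endogenous fru is not known. For oeno>fru IR-3, misexpression of tio from the insertion site was excluded, with a log2 fold change of tio of -0.79 (adjusted p = 0.00044 from edgeR). A change in the time of day at dissection was measured as the median of tim, per and vri minus that of Clk and cry. This value was 1.21 in oeno>fru IR, -0.73 in oeno>fru IR-2 and -0.50 in oeno>fru IR-3. Time of day and genotype cannot be told apart in any of the lines, because the test has only 5 genes, all libraries of a genotype share the difference, and the genes of the clock can also change with genotype. GC content was not tested. The insertion sites and genetic backgrounds of the lines differ along with the hairpins, which leaves these, effects of a hairpin on other genes and the strength of the knockdown open as untested explanations.

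The level of fru itself differed between the lines, by -1.71 on the log2 scale from oeno>fru IR-2 to oeno>fru IR-3 (SE 0.064, adjusted p = 8.8e-06 from edgeR), and it was above control in the libraries labelled oeno>fru IR and oeno>fru IR-2. Scaling was excluded, since the lowest log2 fold change over these lines and all alternatives was 0.48. Mislabelling was excluded for oeno>fru IR-2 by the log2 fold change of y, 9.04, which marks its transgenic landing site. For oeno>fru IR that of Cyp4g1 was -2.58, where the paper's RT-qPCR gives -2.93 as the log2 of the mean. The RT-qPCR values name their line only as VDRC, the source of the stocks of both oeno>fru IR and oeno>fru IR-3. They cannot exclude an exchange of the labels of these lines. Reads of the hairpin transgene counted on fru are a candidate explanation in oeno>fru IR-2. The effective length of fru, which RSEM derives from the mix of its transcripts, changed by -0.64 on the log2 scale there, and only 0.014% of 7157 genes changed as much. In oeno>fru IR it changed by -0.09, as much as 2.81% of genes did. It also changed by -0.15 in oeno>fru IR-3, where fru was below control, and by 0.22 in oeno>fru OE. How far the hairpin of oeno>fru IR would shift this measure was not tested. Hairpin reads and a rise of endogenous fru therefore cannot be told apart in that line. More nerve tissue could account for the rise in oeno>fru IR, where neuron markers had a median of 0.61 with TMM values of only 0.209 to 25.2 in control. In oeno>fru IR-2 the neuron markers had a median of 0.52, an SD of 0.36 and a highest value of 0.88 against 1.03 for fru, and there nerve tissue and a rise within oenocytes cannot be told apart, because 6 markers that range from -0.16 to 0.88 do not fix how far another gene of nerve tissue would rise. A change of fru transcription in response to the hairpin was not tested.

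The pigmentation gene y, which the paper does not discuss, had 2841 to 3674 counts in the libraries labelled oeno>fru IR-2 and at most 138 in any other library. Its log2 fold change in oeno>fru IR-2 was 9.04 (SE 0.18, adjusted p = 1.2e-08 from edgeR). Stocks of this collection carry a copy of y at their landing site, and the value speaks against an exchange of these libraries with others. In oeno>fru IR the log2 fold change of y was 3.26, for which no explanation was tested.

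Changes of the fru-RNAi lines were also present in the libraries labelled oeno>fru OE, a comparison that the paper does not make. Of the 59 DEGs shared by the 3 lines, 54 were DEGs in the same direction in oeno>fru OE. Replicate noise in the shared control libraries was excluded as the cause of these DEGs, as unchanged groups simulated against a shared control had at most 1 shared DEG over 20 sets. The correlation of the lines, with a mean of 0.613, is not evidence of the same kind. Such groups reached 0.531, a value fixed by drawing control and groups with equal noise. They cannot tell how much of 0.613 the shared control accounts for. Control libraries that stand apart from every other genotype are consistent with the 54 genes, and by the same definition 122 genes set oeno>fru OE apart, 21 oeno>fru IR, 18 oeno>fru IR-2 and 11 oeno>fru IR-3. Blocks of linked genes that differ between strains may contribute. Of the 59 genes, 16 lie within 50 kb of another, against a median of 4 over 10000 random lists, of which a share of 7e-04 had as many. Linked blocks and co-regulated neighbours cannot be told apart, because listed DEGs between the lines also lie close together. For oeno>fru IR and oeno>fru IR-2 these were 62 of 158 listed genes against a median of 28. For oeno>fru IR and oeno>fru IR-3 they were 80 of 192 against 41. The lists hold fewer genes than the 188 and 242 DEGs of these comparisons. They were limited to genes with a position that were tested against control in all 3 fru-RNAi lines. A response shared by loss and gain of Fru was not tested.

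Of the 17 genes of Fig. 4E, 15 were lower in the libraries labelled oeno>fru OE, and 12 with library size alone. Under limma on the deposited TMM values 13 were lower, of which 11 were called. Control libraries that stand apart do not account for the genes that were higher than control in oeno>fru IR-2 and oeno>fru IR-3. No further explanation was tested for this result, and an effect of Fru COM overexpression stays open.

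Gut markers, which the paper does not discuss, had a median log2 fold change of 2.15 in the libraries labelled oeno>fru IR-2 and 2.02 in those labelled oeno>fru IR-3. Both rest on replicate 2. Relative to the control mean, the median log2 ratio was 0.28 in replicate 1 and 2.95 in replicate 2 of oeno>fru IR-2, and 0.00 and 2.91 in oeno>fru IR-3. The median ratio of replicate 2 to replicate 1 was 2.69 in oeno>fru IR-2 and 2.45 in oeno>fru IR-3, while the other marker lists stayed between -0.15 and 0.23. Gut tissue in the dissection of these replicates is therefore a candidate explanation. All 7 markers had at least 108 counts in each control library, the most abundant, LManII, had a TMM value of 75.96 in control, and alphaTry and betaTry as well as Amy-p and Amy-d are paralogs that could share reads. No biological explanation was tested.

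The P450 gene sad, named as the largest fall of oeno>fru OE, had a log2 fold change of -9.42 there (SE 0.028, adjusted p = 1e-19 from edgeR), from a TMM value of 3622 ± 16.8 (SD, n = 2) in control to 5.83 ± 0.361. It was also lower in the libraries labelled oeno>fru IR, oeno>fru IR-2 and oeno>fru IR-3, by log2 fold changes of -3.10, -1.62 and -1.93. Over the alternatives for the processing, the value in oeno>fru OE lay between -9.43 and -9.05. The gene overlaps CG6962, with which reads may be shared and which had a log2 fold change of -4.37 in oeno>fru OE. No biological explanation was tested.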

How the results depend on the processing

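Over 182 results, 1415 values under an alternative were compared with the reported ones. Of these, 1305 kept their direction and their side of the threshold or stayed within the spread, 43 kept their direction but lost their call, 16 gained a call, 22 reversed and 29 moved. All 36 values of fru kept their direction and call. For fru, the genes of Fig. 4E and the correlations between the lines, leaving out each replicate in turn gave 294 values, and 0 changed sign.

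With library size alone in place of TMM, the median of all genes shifted by 0.21 in oeno>fru IR, -0.16 in oeno>fru IR-2, -0.09 in oeno>fru IR-3 and 0.17 in oeno>fru OE, and each gene that reversed had a reported log2 fold change no larger in size than this shift. Reversed were SCAP and Cpr in oeno>fru IR (0.08 and 0.00), SCAP, FASN2, CG9459 and Desat1 in oeno>fru IR-2 (-0.01, -0.09, -0.09 and -0.08), Hnf4 and Desat1 in oeno>fru IR-3 (-0.02 and -0.05), and ACC, CG9458 and FASN1 in oeno>fru OE (0.10, 0.08 and 0.01). The shift itself accounts for their direction. The number of Fig. 4E genes called lower in oeno>fru IR-2 rose from 4 to 7. Families reversed without a call were elongase genes in oeno>fru IR-2 (adjusted p = 0.946), oxidative phosphorylation genes in oeno>fru IR-3 (0.971) and proteasome genes in oeno>fru OE (0.422, all from limma). Proteasome genes in oeno>fru IR-2 gained a call as lower (adjusted p = 0.00201 from limma).

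Under limma on log2 of the deposited TMM values plus 1, the DEGs numbered 137 in oeno>fru IR, 89 in oeno>fru IR-2, 70 in oeno>fru IR-3 and 282 in oeno>fru OE, and 28 were shared by the 3 lines. The median of all genes shifted by 0.11 in oeno>fru OE, where ACC and CG9458 reversed (0.06 and 0.03). With plus 0.1, the shift was 0.12 and the same genes had 0.06 and 0.03. The share of DEGs that were higher fell from 60% to 43.8% in oeno>fru IR-2 with plus 1 and from 45.8% to 34.9% in oeno>fru IR-3 with plus 0.1. The cause was not tested. With at least 10 counts in every library, oeno>fru IR had 205 DEGs and the correlation of oeno>fru IR with oeno>fru IR-2 was 0.540, over 10935 instead of 11729 genes in the comparison of oeno>fru IR with control.

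With the correlation between genes estimated from the data, 0 families were called in each of the 4 comparisons, and with fgsea 3 were called in oeno>fru IR, where elongase genes lost their call (permutation p = 0.239, adjusted), 3 in oeno>fru IR-3 and 3 in oeno>fru OE. With P450 genes of other symbols added to the P450 family, chosen after seeing the data, 0 families were called among the lower DEGs of oeno>fru IR (P450 genes exact p = 0.0125, adjusted 0.0874). Reversed, none with a call, were oxidative phosphorylation genes in oeno>fru IR-2 under fry (adjusted p = 0.111 from limma), and under fgsea elongase genes in oeno>fru IR-2 (0.207) and oeno>fru IR-3 (0.622) and oxidative phosphorylation genes in oeno>fru IR-3 (0.422). The cause was not tested.

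For the principal components, PC1 held 35.4% with centring alone and 37.4% with the 1000 most variable genes, where PC2 held 20.1%. The farthest fru-RNAi lines lay 2.26 apart and the nearest of them 0.64 from control with centring alone, 2.62 and 0.38 with the deposited TMM values, and 1.54 and 1.11 with the 1000 most variable genes. Alternatives chosen after seeing the data gave 1.13 and 1.61 on PC1 and PC3, and 1.41 and 1.50 on the union of DEGs. Of the trees chosen after seeing the data, that from the 1029 DEGs of all 10 pairs of genotypes kept the 3 lines in a cluster of their own, and that from all 12062 genes placed only 2 of the 3 lines in the same cluster, together with control. The cause was not tested.

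Without a control replicate, the correlation of the lines was 0.636 to 0.655 for oeno>fru IR and oeno>fru IR-2 and 0.535 to 0.584 for oeno>fru IR and oeno>fru IR-3. Depth limits Desat2, with 17 to 54 counts per library. Its log2 fold change was between -1.78 and -0.96 in oeno>fru IR and between -1.57 and -0.46 in oeno>fru IR-3 with each replicate left out in turn.

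With replicate number as a block, oeno>fru IR had 337 DEGs, oeno>fru IR-2 225, oeno>fru IR-3 171 and oeno>fru OE 509. The deviations of replicates correlated between -0.02 and 0.47 over the 10 pairs of genotypes, in 4 of them above 0.1, so the numbers were not taken to pair the samples, although a batch shared by some samples of the same number is not ruled out. The block left elongase genes in oeno>fru OE at an adjusted p of 0.0869 from limma and CG30008 in oeno>fru IR-3 without a call, while UDP-glycosyltransferase genes in oeno>fru OE (adjusted p = 0.0295 from limma) and Desat2 in oeno>fru IR-3 passed 0.05.

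Counted once per alternative, values of a single gene or family changed in strength 59 times, 43 weaker and 16 stronger. Of these, 19 were calls of families lost with the estimated correlation, 7 calls lost and 1 gained under fgsea, and 7 gained under fry.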

Differences from the paper's values

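None of the values that the paper states or that its figures show, where both were on a common scale, differed from those computed here by the measure used. The log2 fold changes of Fig. 4E, such as that of Cyp4g1, about -2.6 in Fig. 4E, read by eye, against -2.58 here, are those of the libraries labelled oeno>fru IR.

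The paper describes the RNAi genotypes as fru knockdown, from Fru COM staining in oenocytes and from RT-qPCR with a whole-body driver, not from the fru transcript of these libraries. Here the fru transcript was higher than control in the libraries labelled oeno>fru IR and oeno>fru IR-2, with log2 fold changes of 0.57 and 1.03, and lower in those labelled oeno>fru IR-3, with -0.68. None of the alternatives changed these directions.

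The paper describes ACC, Hnf4, FASN2, desat1, Cyp4g1 and elongase genes as lower in the fru knockdown group. In the libraries labelled oeno>fru IR-2 and oeno>fru IR-3, 11 of the 17 genes of Fig. 4E were called higher than control and 4 lower. Library size alone, an alternative set before the data were examined, came closest, with 7 and 5 genes called lower, and none reached 17 in these lines.

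On the PCA plot the paper places the fru-RNAi lines together and apart from control. Here oeno>fru IR-2 and oeno>fru IR-3 lay 0.47 and 0.30 from control and 2.21 and 2.50 from oeno>fru IR on the first components. None of the alternatives set before the data were examined brought the farthest lines closer to each other than the nearest line was to control. On PC1 and PC3, and on PC1 and PC2 of the union of DEGs, the farthest lines were closer (1.13 against 1.61, and 1.41 against 1.50), and both were chosen after seeing the values. The tree of Fig. 4B divides control from the other genotypes first, where here oeno>fru OE divided off first under complete and average linkage on the DEGs against control.

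The paper reports xenobiotic and drug metabolism as lower in fru knockdown. Here glutathione S-transferase genes were higher in the libraries labelled oeno>fru IR, with a median log2 fold change of 0.81, and cytochrome P450 genes were higher in those labelled oeno>fru IR-2 and oeno>fru IR-3, with medians of 0.54 and 0.64. None of the alternatives turned these families lower, and library size alone kept their direction. Gut markers were higher in replicate 2 of oeno>fru IR-2 and oeno>fru IR-3, and no family was tested without it. Gut tissue therefore stays open as a part of the P450 rise. Among the 127 lower DEGs of oeno>fru IR, 4 were P450 genes once P450 genes of other symbols were added, an alternative chosen after seeing the data (exact p = 0.0125, adjusted 0.0874). Fatty acid elongation is reported as enriched among lower genes. Here 0 elongase genes were among the 127 lower DEGs of oeno>fru IR and 3 among 582 lower genes at an adjusted p under 0.05 and 2-fold (exact p = 0.0569, adjusted 0.398). At those looser thresholds 3 were among 364 lower genes of oeno>fru IR-2 (exact p = 0.0182, adjusted 0.127). As a family, elongase genes were called lower in oeno>fru IR, with a median of -0.47 (adjusted p = 0.00107 from limma). That call held with library size alone and under fry, and was lost under fgsea and with the estimated correlation. Elongase genes as a family were not called lower in oeno>fru IR-2 or oeno>fru IR-3 under any alternative. Gene families, not KEGG pathways, were compared.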

Other observations

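All tests of explanations in this part were chosen only after the result was seen.

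The medians of the marker lists are given as log2 fold changes against control in the libraries labelled oeno>fru IR, oeno>fru IR-2, oeno>fru IR-3 and oeno>fru OE, in this order. For 6 oenocyte markers, of which 5 are also genes of Fig. 4E, they were -0.72, 0.40, 0.60 and -0.60. Fat body markers, which include FASN1 of Fig. 4E, had -0.92, 0.11, 0.70 and -0.14. Muscle markers had 1.05, 0.45, 0.14 and 0.82, with TMM values in control of 311.9 for Act57B and 59.24 for Mhc. Hemocyte markers had 0.80, 0.14, 0.86 and 0.78, and neuron markers 0.61, 0.52, 0.22 and 0.87. The 5 accessory gland and ejaculatory duct markers found among 8 listed had 2.72, 2.31, -0.53 and -3.58, the last being -2.94 with 3 genes at their lower bounds. Testis markers had -0.10, -0.36, -0.76 and 0.45, with bam at least 4.2-fold higher in oeno>fru IR-2. Gut markers had 0.35 in oeno>fru IR and 1.26 in oeno>fru OE, besides the values of the other two genotypes given before, and Malpighian tubule markers 0.72, 0.86, 0.50 and 0.72. Library size alone in place of TMM reversed the medians of fat body markers in oeno>fru IR-2 and oeno>fru OE, of hemocyte markers in oeno>fru IR-2 and of testis markers in oeno>fru IR. The fat body median of oeno>fru IR was -0.49 without its replicate 2 and -1.48 without its replicate 1, and the gut median of oeno>fru OE was 0.64 without its replicate 2.

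Among the further lists, circadian clock genes had medians of 0.19, 0.00, -0.27 and -0.12 in the same order, antimicrobial peptide genes 1.56, 0.00, 0.04 and 1.08, heat shock genes -1.08, 1.03, 0.63 and 0.71, female fat body genes 0.07, 0.82, 1.06 and 0.48, and the transgene and background genes 0.48, 0.04, 0.75 and 0.66. Of the last list, w had log2 fold changes of -2.59, -1.77, 1.03 and -2.75, and v 0.19, 0.37, 0.75 and 0.66. The hairpin stocks and the control differ in the transgenes they carry, and no explanation was tested for these lists. With library size alone, circadian clock genes in oeno>fru OE, antimicrobial peptide genes in oeno>fru IR-3 and the transgene and background genes in oeno>fru IR-2 changed the sign of their median. The median of female fat body genes in oeno>fru IR was -0.52 without replicate 1 of that line and -0.24 without control replicate 1, and that of antimicrobial peptide genes in oeno>fru IR-3 was -0.02 without control replicate 1.

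At the median gene, the replicates of a genotype lay close to each other. A library deposited in duplicate was excluded, as the lowest median chi-square over the 5 genotypes was 0.687 where sampling alone gave 0.453. A pool of RNA behind both replicates was excluded for control, oeno>fru IR and oeno>fru OE by the gut and fat body markers, with the paralogs alphaTry and betaTry as well as Amy-p and Amy-d joined. Their median absolute log2 ratio between replicates was 0.25 in control, 0.26 in oeno>fru IR and 0.48 in oeno>fru OE, where the highest median over 10000 random lists of genes with about as many counts was 0.18, 0.16 and 0.13. At a binomial p under 0.001, 3, 3 and 6 of the 7 gut markers and 2, 4 and 3 of the 6 fat body markers differed in these genotypes. In oeno>fru IR the fat body markers had a median log2 ratio of replicate 2 to replicate 1 of -0.96. Whether the animals of both replicates were reared or dissected together was not tested.

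The paper's RT-qPCR values for oenocytes of the line used in oeno>fru IR had means lower than control for the 10 genes in Fig. 4G, and in the RNA-seq libraries labelled oeno>fru IR all 10 were lower as well. For 6 of the 10 genes the RNA-seq log2 fold change lay within the range of the 3 RT-qPCR replicates. The paper's mean for Cpr was 0.946 of control, with replicates on both sides of 1, and its log2 fold change here was -0.21 in oeno>fru IR, -0.21 in oeno>fru IR-2, 0.15 in oeno>fru IR-3 and -0.70 in oeno>fru OE. For Fru COM in fig. S6G, measured in whole bodies with the driver actin5c-Gal4, the paper's RT-qPCR means were 0.236 of control (from 0.0835 to 0.469) for the VDRC line and 0.472 (from 0.216 to 0.73) for the TRiP line. The direction is opposite to that of fru counts in the libraries labelled oeno>fru IR and oeno>fru IR-2, which come from oenocytes with another driver.

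Other genes named in the paper had these log2 fold changes in oeno>fru IR, oeno>fru IR-2, oeno>fru IR-3 and oeno>fru OE. Those of dsx, which overlaps lds, were 0.68, 0.39, 0.47 and 0.64. The desaturase gene desatF, listed as Fad2, had -3.41, -0.93, -1.83 and -1.13. For Gr8a, which overlaps CG12121, they were 1.18, 0.73, 0.14 and 0.69, and that of oeno>fru IR-3 was not called (adjusted p = 0.60 from edgeR). For tra, which overlaps l(3)73Ah, only the value of oeno>fru IR, -0.36, was called (adjusted p = 0.011 from edgeR). That value lay between -0.54 and -0.16 with each replicate left out in turn. Act5C had 0.18, -0.27, -0.14 and -0.97.

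The remaining genes of Fig. 4E had these values in the same order. They were -1.09, -1.15, -1.39 and -1.42 for CG31522, -0.35, -0.89, -0.46 and -2.59 for eloF, -0.32, 0.24, 0.84 and -0.17 for FASN1, -0.13, 0.15, 0.18 and -0.27 for SCAP, -0.74, 0.75, 0.46 and 0.19 for FarO, which overlaps Mct1, -0.52, -0.07, -0.47 and -0.63 for kar, -0.79, 0.44, 0.26 and -0.09 for CG9458, -0.57, 0.08, 0.42 and 0.58 for CG9459, and -0.76, 0.40, 0.33 and -0.83 for CG6660, which overlaps klg.

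Of the DEGs shared by the fru-RNAi lines, CG33062 had log2 fold changes of 3.99, 4.26 and 3.48 in the lines and 2.29 in oeno>fru OE, and phr 2.53, 2.77, 3.07 and 3.31. CG7330 had 3.76, 3.70 and 2.33 in the lines and was at least 2.9-fold lower in oeno>fru OE. CG18628 had -2.02, -6.21, -6.08 and -3.14, and Acp1 -3.63, -4.86, -5.65 and -6.92. The log2 fold change of 5-HT2B was -4.36 in oeno>fru IR, -4.11 in oeno>fru IR-3 and -3.90 in oeno>fru OE, and it was at least 43-fold lower in oeno>fru IR-2. In oeno>fru OE, Sdic3, a member of a family of near-identical copies, was at least 39-fold higher, Ada1-1, which overlaps CG18787, at least 38-fold and CG12133 at least 160-fold. CG12826 had -9.05 in oeno>fru OE and -4.97, -3.66 and -4.56 in the fru-RNAi lines. No explanation was tested for these genes.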
